# ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells

**DOI:** 10.1186/s13046-023-02879-8

**Published:** 2024-01-02

**Authors:** Cecilia Bergonzini, Alessandro Gregori, Tessa M. S. Hagens, Vera E. van der Noord, Bob van de Water, Annelien J. M. Zweemer, Bircan Coban, Mjriam Capula, Giulia Mantini, Asia Botto, Francesco Finamore, Ingrid Garajova, Liam A. McDonnell, Thomas Schmidt, Elisa Giovannetti, Erik H. J. Danen

**Keywords:** Pancreatic cancer, Paclitaxel resistance, ABCB1, Kinase-inhibitors

## Abstract

**Background:**

Pancreatic ductal adenocarcinoma (PDAC) is one of the deadliest types of cancer and the chemotherapies such as gemcitabine/nab-paclitaxel are confronted with intrinsic or acquired resistance. The aim of this study was to investigate mechanisms underlying paclitaxel resistance in PDAC and explore strategies to overcome it.

**Methods:**

Three paclitaxel (PR) and gemcitabine resistant (GR) PDAC models were established. Transcriptomics and proteomics were used to identify conserved mechanisms of drug resistance. Genetic and pharmacological approaches were used to overcome paclitaxel resistance.

**Results:**

Upregulation of ABCB1 through locus amplification was identified as a conserved feature unique to PR cells. ABCB1 was not affected in any of the GR models and no cross resistance was observed. The ABCB1 inhibitor verapamil or siRNA-mediated ABCB1 depletion sensitized PR cells to paclitaxel and prevented efflux of ABCB1 substrates in all models. ABCB1 expression was associated with a trend towards shorter survival in patients who had received gemcitabine/nab-paclitaxel treatment. A pharmacological screen identified known and novel kinase inhibitors that attenuate efflux of ABCB1 substrates and sensitize PR PDAC cells to paclitaxel.

**Conclusion:**

Upregulation of ABCB1 through locus amplification represents a novel, conserved mechanism of PDAC paclitaxel resistance. Kinase inhibitors identified in this study can be further (pre) clinically explored as therapeutic strategies to overcome paclitaxel resistance in PDAC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02879-8.

## Background

Pancreatic ductal adenocarcinoma (PDAC) is one of the most lethal cancers worldwide [1], with a 5-year overall-survival reached in only 10% of patients [2]. This poor prognosis is due to a lack of early biomarkers, limited therapeutic options, and inherent or acquired chemoresistance [3, 4]. Currently, surgical resection is the only curative option for patients diagnosed with PDAC but < 20% are diagnosed at an early stage and therefore eligible for surgery. In all other cases (i.e., advanced PDAC), chemotherapy using FOLFIRINOX or gemcitabine plus nab-paclitaxel are the only treatment options [5, 6]. Unfortunately, these chemotherapy regimens increase survival up to 13 months at most, largely due to development of chemoresistance. So far, immunotherapy has not been successful for PDAC patients and new therapies under investigation targeting the tumor or the tumor microenvironment have not reached the clinic [7–9]. Therefore, identifying strategies to combat PDAC resistance to currently used chemotherapies is of crucial importance.

Gemcitabine is a cytotoxic DNA-intercalating drug, which arrests aberrant cell proliferation. Chemoresistance to gemcitabine in PDAC has been extensively studied and reported to be multifactorial [10]. On the other hand, paclitaxel is a microtubule-stabilizing drug that impedes cell division leading to replication errors and cell death. Paclitaxel also potentiates gemcitabine efficacy by increasing intratumor uptake and inhibiting its inactivation by catabolizing enzymes [10, 11]. Mechanisms underlying paclitaxel resistance in PDAC are poorly understood [12, 13]. Three studies have investigated paclitaxel resistance in PDAC, reporting that it involves metabolic adaptation [14], sustained c-MYC activation [15], and expression of orexin receptor type 1 [16].

ATP-binding cassette (ABC) transporters are responsible for active transport of many substrates, including cytotoxic drugs, across the cell membrane towards the extracellular space. ABC transporters are therefore known as multidrug resistance pumps [13, 17]. The ABC family consists of 49 members, among which ABCB1 (also known as MDR1 or P-glycoprotein, P-gp) has been extensively studied in cancer. Overexpression of ABCB1 can mediate paclitaxel resistance in different tumor types, including colorectal, lung, ovarian and breast [18–21]. Surprisingly, in PDAC, ABC transporters, including ABCB1, have been associated with gemcitabine resistance [13, 22–26] but not with paclitaxel resistance.

In the present study, we have generated three independent paclitaxel- and gemcitabine resistant PDAC models and found that ABCB1 is amplified in paclitaxel resistant, but not in gemcitabine resistant PDAC cells. We show that pharmaceutical or genetic inhibition of ABCB1 effectively restores paclitaxel sensitivity in the resistant cell lines. We show that ABCB1 is expressed heterogeneously in PDAC patients. Moreover, as clinical trials of currently available ABCB1 inhibitors have not proven successful due to lack of efficacy or toxicity [21, 27], we screened a kinase-inhibitor (KI) library for KIs that attenuate efflux of ABCB1 substrates, thereby overcoming paclitaxel resistance. We identified several novel KIs that can be further (pre) clinically explored as therapeutic strategies in combination with paclitaxel to overcome paclitaxel resistance in PDAC and other cancers.

## Methods

### Materials and cell culture

Three PDAC cell lines were used: Patu-T (mesenchymal phenotype), kindly provided by Dr. Irma van Die (Amsterdam UMC, Amsterdam, The Netherland), Suit-2.028 (epithelial phenotype) and Suit-2.007 (mesenchymal phenotype), kindly provided by Dr. Adam Frampton (Imperial College London, London, UK). Patu-T were maintained in DMEM, supplemented with 10% heat-inactivated bovine fetal serum and 1% penicillin/streptomycin, while both Suit-2 cell lines were cultured in RPMI supplemented as described above. All cells were kept in humidified atmosphere of 5% CO_2_ and 95% air at 37 °C, subcultured twice a week, tested monthly for mycoplasma contamination by MycoAlert Mycoplasma Detection Kit (Westburg, Leusden, The Netherlands) and cell identity was verified by short tandem repeats (STR) profiling.

Gemcitabine was kindly provided by Eli Lilly Corporation (Indianapolis, IN, USA) and dissolved in sterile water. Paclitaxel and verapamil were obtained from Sigma (T7402 and V4629, Sigma-Aldrich, St. Luis, MO, USA).

### Generation of resistant cell lines

To establish gemcitabine-resistant (GR) and paclitaxel-resistant (PR) cell lines, concentrations causing 50% reduction in cell growth (IC_50_) were determined in parental cells. Cells were then exposed to the respective IC_50_ of the drug and grown for at least 2 weeks with the drug until reaching 80% confluency. After acquiring resistance, the drug concentration was doubled (2 × IC_50_) and cells were cultured until they could grow to confluence. The process was repeated with stepwise increasing drug concentrations until the maximum tolerated concentration was reached after 6–12 months. Parental cells never exposed to the drug were cultured in parallel with the resistant cells. To determine stable resistance, PR and GR cells were grown in drug-free medium and baseline growth and resistance to the maximum tolerated concentration was analyzed by SRB assay at regular intervals for up to 2 months. The resistance factor was calculated as the ratio of the IC_50_ of resistant versus IC_50_ of parental cells. For IC_50_ > 12 μM, the resistance factor was calculated using the maximum drug concentration used in the SRB assay. Batches of resistant cells used in experiments were maintained in drug-free medium ≤ 2 months.

### Immunohistochemistry

Expression of ABCB1 in PDAC patients was evaluated by immunohistochemistry (IHC) in paraffin-embedded tumor specimens from 32 PDAC patients who underwent resection and were treated with gemcitabine (1,000 mg/m^2^) plus nab-paclitaxel (125 mg/m^2^) as first-line therapy. All specimens were obtained after patient’s written consent approved by the Ethics Committee of “Area Vasta Emilia Nord” (protocol code 12003—17/03/2021). Tissue sections were stained overnight with rabbit anti-human ABCB1 (E1Y7S, mAb #13978; Cell Signaling Technology; dilution 1:400). Sections were reviewed independently by two researchers blinded to clinical data, who scored the immunostaining on the basis of staining intensities and number of stained cells as “low” or “high”. Overall survival (OS) was calculated from the date of pathologic diagnosis (i.e., the date of surgery/biopsy) to the date of death. OS curves were constructed using Kaplan–Meier method, and differences were analyzed using log-rank test with SPSS v.25 statistical software (IBM).

### SRB assay

For sulforhodamine B (SRB) assay, cells were seeded in 96-well flat bottom plates at a density of 3000–4000 cells/well. After 72 h of drug exposure, plates were fixed with 50% TCA, and incubated with 0.4% SRB at room temperature avoiding light. Plates were washed with 1% acetic acid to remove unbound SRB and air dried. 10 mM Tris was used to extract protein-bound dye and optical density was measured with a BioTek Synergy HT plate reader (SN 269140, BioTek Instruments Inc.) at 490 and 540 nm. IC_50_ was determined through interpolation in GraphpadPrism (version 9.0, Intuitive Software for Science, USA).

### RT-qPCR and DNA-qPCR

For RT-qPCR, RNA was isolated with an RNEasy Plus Mini kit (QIAGEN, Cat. 74136). 800 ng RNA was used to generate cDNA with the Thermo Scientific RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA). For DNA-qPCR, genomic DNA was isolated with the GenElute™Mammalian Genomic DNA Miniprep kit, following manufacturer instructions (Cat. GIN350, Sigma-Aldrich, St. Luis, MO, USA). RNAse A solution (provided with the kit, 1:10 dilution) was used to obtain RNA-free DNA. 7.5 ng of genomic DNA was used as template. qPCR was performed in triplicate using the PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) in a QuantStudioTM 6 Flex Real-Time PCR system (Applied Biosystems®, ThermoFisher Scientific, Waltham, MA, USA). Primers were from Sigma-Aldrich (St. Louis, MO, USA) and were directed against exon-exon boundaries for RT-qPCR or directed against intron–exon boundaries or introns for DNA-qPCR (Supplemental Table S1). Relative mRNA expression and relative DNA amount was calculated using the 2^−(ΔΔCt)^ method with *ACTB* and *GAPDH* as reference genes.

### Western blot

Cells were lysed with RIPA buffer supplemented with 1% protease/phosphatase inhibitor cocktail (PIC, Sigma-Aldrich, St. Luis, MO, USA), 40 μg lysates were separated by SDS–polyacrylamide gel electrophoresis and transferred to PVDF membranes. Membranes were incubated overnight at 4 °C with rabbit-anti-human ABCB1 (E1Y7B; mAb #13,342; Cell signaling Technology; dilution 1:1000) and mouse-anti-human β-actin (sc-47778; Santa Cruz Biotechnology, Santa Cruz, CA, USA; dilution 1:1000) antibodies, followed by incubation with HRP-conjugated anti-rabbit (#7074; Cell Signaling Technology; dilution 1:2000) and Alexa Fluor® 647-conjugated anti-mouse (115–605-146; Jackson ImmunoResearch, Bio-Connect, Huissen, The Netherlands; dilution 1:1000) secondary antibodies for 1 h at room temperature. Signals were detected using enhanced chemiluminescence (ECL) and fluorescence readouts.

### Hoechst exclusion assay

Cells were seeded at a density of 7000 cells/well in 96-well flat bottom black imaging plates (#655090; Greiner Bio-One™). Cells were allowed to attach for 8 h and then treated with 1 μM of the selected KI, 10 μM verapamil, or DMSO as negative control. Each condition was tested in triplicate wells. 24 h after seeding, 1 μg/mL Hoechst33342 was added followed by an additional 2-h incubation. Subsequently, all wells were aspirated and received fresh medium including the respective inhibitors, without Hoechst33342 and plates were placed in a Nikon Eclipse Ti confocal microscope equipped with an automated stage, temperature and CO_2_-controlled incubator for live imaging and a Plan Apo ×20/0.75 NA objective (Nikon Instruments Inc., Melville, NY, USA). Total intensity of nuclear Hoechst33342 was calculated with CellProfiler [28] after watershed segmentation in FIJI-ImageJ [29]. The intensity values of three images from three replicate wells were averaged for each condition. Values of experimental groups were normalized to those of the DMSO control group.

### siRNA mediated ABCB1 and Sorcin knockdown

Cells were reverse transfected with 50 nM SMARTpool siGENOME siRNAs (Dharmacon) using INTERFERin transfection reagent (Polyplus; 409–50). A mixture of siRNAs targeting all kinases in the human genome, diluted to a total concentration of 50 nM with a concentration for each individual siRNA ~ 0.05 nM was used as control (siKINASEpool). Medium was refreshed after 24 h. For SRB assays, 3000 cells/well were seeded in triplicate wells in 96-well flat bottom plates. For RT-qPCR, 120,000 cells/well were seeded in duplicate wells in 24-well plates. At 48 h and 72 h post-transfection, cells in 24-well plates were processed for RT-qPCR and cells in 96-well plates were incubated for an additional 72 h in presence of DMSO or paclitaxel and subsequently processed for SRB assay.

### Extrachromosomal DNA analysis

Cells in the exponential growth phase (70% confluent) were treated with colcemid (KaryoMax, #15212012, Gibco™) for 1-2 h at a final concentration of 0.1 μg/ml. Cells were then detached by trypsinization, collected, and treated with a hypotonic solution (75 mM KCl) for 15 min. Next, cells were fixed in Carnoy’s fixative (3:1 Methanol:Glacial acetic acid), washed three times and resuspended in 200 μL of Carnoy’s solution. Finally, metaphase chromosomes were prepared by dropping the cell suspension onto glass slides and mounted with ProLong™ Diamond Antifade mountant containing DAPI (Invitrogen, P36966, Waltham, MA, USA). Chromosomes and extrachromosomal DNA (ecDNA) were visualized with a Nikon Eclipse Ti2 confocal microscope, with a 60X objective and a 2 × digital magnification.

### Kinase inhibitor screening

The L1200 library from Selleckchem® (Munich, Germany) was used, containing 760 KIs that were dissolved in DMSO or water at a concentration of 10 mM or 1 mM. 3000 cells/well were seeded in 96-well flat bottom plates. After 24 h cells were treated with DMSO only (0.1%), 1 μM KI and DMSO, or 1 μM KI in combination with 0.1 μM paclitaxel. 10 μM verapamil was used as a positive control. After 72 h, cells were fixed and analyzed using an SRB-assay. The KI library was screened in single technical replicates, and the experiment was repeated in two biological replicates. Rescreening of selected KIs with SRB assay was performed in duplicate technical replicates and the experiment was repeated in three biological replicates.

### Bottom-up proteomics sample preparation

For bottom-up proteomics, peptides were prepared by lysis of cells with a 5% SDS solution and Roche cOmplete™ Mini EDTA-free Protease Inhibitor Cocktail (Merck Darmstadt, Germany), followed by sonication (10 min, every 30 s) (Bioruptor Pico Diagenode, Belgium). Next, protein lysates were quantified using a modified Pierce Micro BCA assay (Termo Fisher Scientifc Rockford, IL), and 5 μg of proteins were used for peptide digestion. Prior to digestion, proteins were reduced with 20 mM dithiothreitol (Merck Darmstadt, Germany) at 45 °C for 30 min, alkylated with 40 mM iodoacetamide (Merck Darmstadt, Germany) for 30 min at room temperature in the dark and acidified with 2.5% phosphoric acid. Finally, proteins were diluted with 90% methanol/100 mM triethylammonium bicarbonate (TEAB) (Merck Darmstadt, Germany) for efficient trapping in Micro S-Trap columns (ProtiFI, Farmingdale, NY, USA). Digestion was performed in the S-Trap overnight at 37 °C using Trypsin/Lys-C Mix Mass Spec Grade (Promega, Walldorf, Germany), followed by elution in 50 mM TEAB, 0.2% formic acid (FA) and 50% acetonitrile (ACN) (Merck Darmstadt, Germany). Eluted peptides were dry-evaporated and resuspended in 10% FA solution for subsequent tandem mass spectrometry analysis (LC–MS/MS), as described in Supplementary Methods. The MS proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE (accession number PXD040930).

### RNA-seq

Total RNA was extracted from cells using the MiRVAna kit (Ambion, Thermo Fisher Scientific). Library preparation was performed using the Illumina TruSeq Stranded total RNA Library Prep gold Kit (20020598, Illumina Inc., San Diego, USA) and Agencount AMPure XP beads (Beckman Coulter, Brea, USA). Library concentration was determined using a Qubit dsDNA BR kit (Thermo Scientific), and the size distribution was examined with an Agilent Bioanalyzer. Libraries were paired-end sequenced (2 × 75 bp) on a NextSeq500 (Illumina). BclToFastq was used for the preprocessing of the raw data (trimming and filtering), then FASTQ files were checked for read quality and adapters were removed with Trimmomatic. The resulting reads were then mapped to the human reference genome (GRCh38) with STAR mapping tool (version 2.5.3a) and gene counts extracted with HTSeq. Raw RNA-sequencing data have been deposited on GEO database under accession number GSE228106.

### Differential expression analysis

Differential expression analysis was performed with R package Deseq2 (version 1.22.2) for RNA-seq data and R package Limma (version 3.38.3) for proteomics data. In all datasets, black and white cases were allowed retaining the 0 for both parental and resistant cells. For RNA-seq data, only genes having a total sample count > 10 were retained. Volcano plots were generated using R package *EnhancedVolcano*, principal component analysis and sample correlation analyses were performed with *plotPCA* function of DeSeq2 R package and *pheatmap* R package (version 1.0.12). Finally, the R-package *ggvenn* was used to count the genes significantly upregulated in common among the cell lines and between RNA-seq and proteomics datasets.

### Statistical analysis

Experiments were performed at least 3 times and data are expressed as mean ± SD of 3 experiments performed in triplicate, unless otherwise specified. To compare between two groups a two-tailed unpaired Student’s t-test was used. For multiple groups comparisons an ordinary one-way ANOVA multiple comparison test with Dunnet’s post-hoc test was used, unless otherwise specified in figure legends. Statistical significance was set at *p* < 0.05 and is indicated by *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

## Results

### Establishment of PDAC resistant cell lines

To study resistance to paclitaxel in PDAC, resistant cell lines were established by adaptation to a stepwise increase in the exposure dose over the course of 6–12 months (Fig. 1A). For this purpose, Patu-T, Suit-2.007, and Suit-2.028 cell models were used, and gemcitabine was used as an alternative chemotherapy in parallel to paclitaxel. The IC_50_ values, as extrapolated from the dose–response curves for paclitaxel or gemcitabine, ranged from 2 to 16 nM for all parental cell lines (Fig. 1B and Supplemental Table S2). IC_50_ values for the resistant derivatives GR and PR were in the μM range (1.6–3.0 μM for PR; 0.7–12 μM for GR), with resistance factors > 100-fold that remained stable for at least 2 months of culturing in absence of the drug (Fig. 1B and Supplemental Table S2). We did not observe cross-resistance: GR cells showed similar or even greater sensitivity to paclitaxel as compared to parental cells and PR cells showed similar or even greater sensitivity to gemcitabine as compared to parental cells (Fig. 1C and Supplemental Table S2). All together these results indicated that resistant models were stable and did not show cross-resistance, therefore providing a valid model to investigate drug-specific chemoresistance mechanisms.

**Fig. 1:**
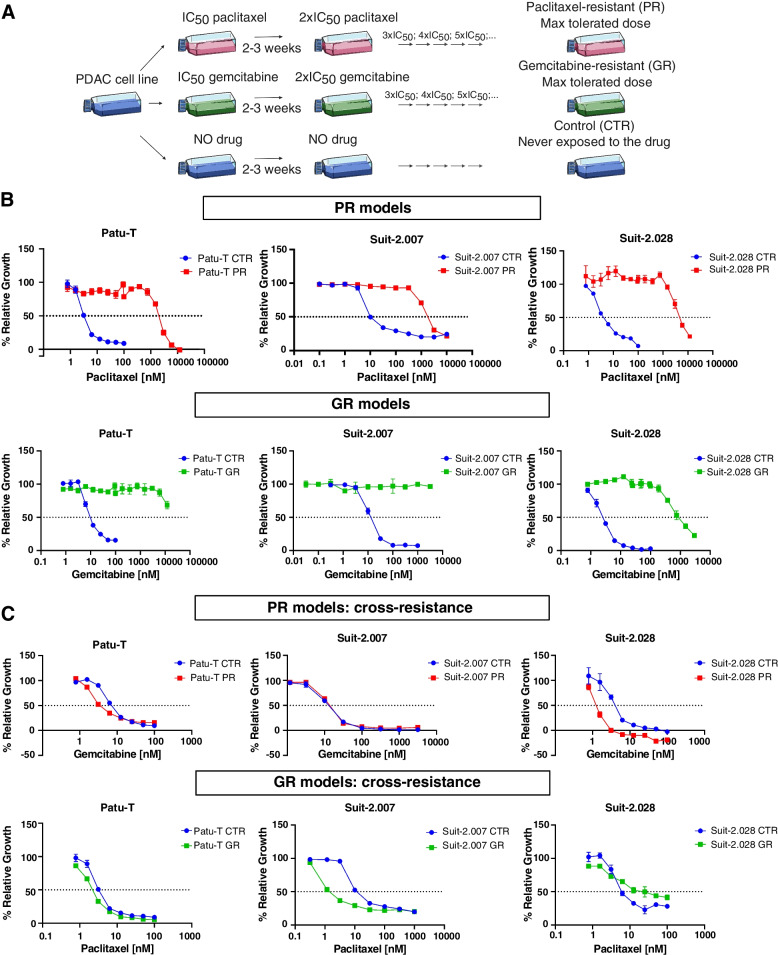
Establishment of paclitaxel and gemcitabine resistant PDAC models. **A **Graphical representation of the methodology used for generation of PR and GR models. **B** Growth curves of PR (upper panel) and GR (lower panel) cells, together with the parental cells, exposed to increasing concentrations of gemcitabine or paclitaxel. **C **Sensitivity of PR cells to gemcitabine and GR cells to paclitaxel. **B**-**C **Mean and SD of triplicates are shown. IC_50_ values were calculated as mean of 3 independent experiments, each performed in triplicate

### ABCB1 expression is induced in PR but not GR models

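Patu-T and Suit-2.028 are established human PDAC cell lines, from which PR cells were derived by adaptation to paclitaxel, a drug that stabilizes microtubules. GR cells of the same lines were adapted to gemcitabine, a cytidine analogue that blocks DNA synthesis. RNA-seq counts were deposited for 18 libraries, 3 replicates each of the CTR, GR and PR cells of both lines, so that a change in PR cells can be set against the change in GR cells. Libraries of total RNA were made with a stranded kit that depletes ribosomal RNA, sequenced from both ends, trimmed with Trimmomatic, aligned with STAR and counted per gene with HTSeq. The deposited values were raw counts for 58649 genes, of which 26761 had no count in any library. Total counts were 2762235 to 3440522 per library in Patu-T and 3525484 to 5782465 in Suit-2.028. The mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 took 0.00829% to 9.72% of the counts in Patu-T libraries and 3.09% to 58.6% in Suit-2.028 libraries, with the highest shares in Suit-2.028 PR replicate 1 (58.6%) and CTR replicate 2 (49.0%). Each line was fitted on its own with edgeR's quasi-likelihood F test (two-sided, TMM normalization) over the genes with a total count above 10 in its 9 libraries, 16612 genes in Patu-T and 17962 in Suit-2.028. A gene was called up- or downregulated at the study's cutoffs, a log2FC above 2 or below -2 with an unadjusted p under 0.05, and the p-values printed for single genes were adjusted by the Benjamini-Hochberg method over all genes tested. The paper does not say whether the p of its cutoff was adjusted, and it was taken as unadjusted. With DESeq2 on the 2 groups compared, an unadjusted p gave the paper's counts of upregulated genes, 284, 403 and 34. The p-values measure only the spread between these samples, which the labels name biological replicates. Where the counts of the lower group summed to 0, the fold was computed against 3 counts over the group and is given as at least that fold; with 1 to 3 counts it is a ratio with its exact 95% interval, which covers counting error only. In simulated data of this depth, the test recovered 68% of 2-fold changes in Patu-T and 34% in Suit-2.028, and 100% and 92% of 4-fold changes. The changed genes all had a mean of at least 20 counts per library, so these shares do not cover genes with fewer counts. ACTB, the gene of a major cytoskeletal protein, had 20 to 80 counts per library, and GAPDH, a glycolytic enzyme gene, had 52 to 272. For protein-coding genes named beside the data, the length of exons of other genes on the opposite strand is given, because the text does not name the strand setting of the counting. Of 514 pairs of a coding gene and a lncRNA gene on opposite strands, the lncRNA was higher in 70.0%. FTH1 had a median of 3.22 CPM against 9385 for BEST1 opposite it. The counts of a named gene with exons opposite may therefore be largely those of the gene on the other strand. The methods section names GRCh38 and the notes with the counts name another build, so positions are those of the gene on the GRCh38 annotation.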

To investigate a common molecular mechanism for paclitaxel resistance in PR cells, Patu-T and Suit-2.028 parental (CTR) and PR cells were subjected to RNA-seq and proteomics analysis. Both RNA-seq and proteomics were performed in triplicate and correlation plot and principal component analyses showed a good separation among CTR and resistant cells (Fig. S1A, B). 

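In both lines, GR and PR cells had moved away from the CTR cells and from each other, each to an expression state of its own. The move on paclitaxel was the longer of the pair in Patu-T, and the move on gemcitabine in Suit-2.028. Over the 500 most variable genes of each line (log2 CPM, prior count 2), the mean Euclidean distance between CTR and PR libraries was 47.3 in Patu-T and 50.4 in Suit-2.028. Between CTR and GR libraries it was 37.5 in Patu-T and 58.2 in Suit-2.028, and between GR and PR libraries it was 53.0 and 61.1. Replicates of one group lay 26.5 to 28.9 apart on average in Patu-T and 23.3 to 28.1 in Suit-2.028. The mean distance between groups was thus 1.66 times the mean distance within groups in Patu-T and 2.26 times in Suit-2.028. Over all genes with a mean of at least 1 CPM, not chosen for their variability, the ratio was 1.197 in Patu-T and 1.298 in Suit-2.028. No other grouping of the 9 libraries into 3 groups of 3 gave a ratio as high in either line (p = 0.0036 for each, exact one-sided permutation test over 280 groupings, the smallest p this design allows). The first principal component of these genes held 51.6% of the variance in Patu-T and 50.65% in Suit-2.028, and the second held 16.95% and 31.36%.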

For differential expression of RNA and proteins, cutoff criteria were set at log2FC < -2 or > 2 and *p*-val < 0.05. 

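PR cells of both lines differed from their CTR cells in many transcripts, most of them called in a single line. Those upregulated in both lines included a group of neighbouring genes on chromosome 7. At the study's cutoffs, 439 genes were upregulated and 288 downregulated in Patu-T PR cells, and 631 were upregulated and 215 downregulated in Suit-2.028 PR cells. These cutoffs were applied with an unadjusted p: other splits of the same libraries gave 267 to 330 genes in Patu-T and 283 to 369 in Suit-2.028, and with filterByExpr the real groups gave 115 up- and 77 downregulated genes in Patu-T and 190 and 60 in Suit-2.028. Of the upregulated genes, 399 were called in Patu-T alone, 591 in Suit-2.028 alone and 40 in both, 1030 in all. Among the 14775 genes tested in both lines, 7.63 shared genes would be expected from independent lists. Of the 23 shared genes with a position, 18 lay on chromosome 7. At an adjusted p under 0.05 with no fold cutoff, 66 genes were higher in PR cells of both lines, 18 of them on chromosome 7, 26 with a position elsewhere and 22 with none. The downregulated lists shared 7 genes, against 2.04 expected, and 4 without Suit-2.028 PR replicate 2. In Patu-T PR cells, PRR29, which encodes a proline-rich protein, was at least 56.5-fold higher than in CTR cells (adjusted p = 4.8e-09; exons of other genes cover 1564 bp of it on the opposite strand). STK31, which encodes a kinase with a Tudor domain, was at least 24.3-fold higher (adjusted p = 4.0e-06), and IGFBP4, which encodes a protein that binds insulin-like growth factors, was at least 10.0-fold higher (adjusted p = 0.0024). MOK, which encodes a kinase of the MAP kinase family, fell from 387 ± 19 to 6.85 ± 4.1 CPM (SD, n = 3; log2FC -5.81, standard error 0.20, adjusted p = 6.9e-22; 194 bp opposite). DSC3, which encodes a desmosomal cadherin, was at least 10.2-fold lower (adjusted p = 0.0051). CLDN4, which encodes a tight junction protein, rose with a log2FC of 1.55 (standard error 0.34, adjusted p = 0.0017), and the keratin gene KRT8 with 0.83 (standard error 0.10, adjusted p = 7.1e-08). KRT8 shares 525 bp with KRT18 on the opposite strand, which had a median of 83.5 CPM against 5697 for KRT8, and VIM had 13.9 against 3711 for VIM-AS1, so that the strand of the reads behind KRT8 and VIM is not settled. CLDN4 and KRT8 were the 2 higher genes of 13 epithelial markers, none of which was lower, and the list ranked above the other genes by limma's camera (adjusted p = 0.009, and 0.21 with an estimated correlation). CLDN4 lies on chromosome 7, as ABCB1 does, and the strand behind KRT8 is not settled. No epithelial change is therefore concluded from these 2 genes. Of 15 NRF2 targets, TXNRD1, which encodes thioredoxin reductase, fell by 1.09 on the log2 scale (standard error 0.23, adjusted p = 0.0013). GCLM, which encodes a subunit of the enzyme that limits glutathione synthesis, fell by 2.29 (adjusted p = 0.04), a call lost without CTR replicate 2 (0.10) or 3 (0.11), GR replicate 2 (0.051), or PR replicate 1 (0.12) or 3 (0.17), with only the 2 groups compared (0.080) and with all 18 libraries in one fit (0.12). The NRF2 list ranked lower (adjusted p = 0.025, and 0.17 with an estimated correlation; 3 lower when adjusted over the list alone). VIM, which encodes the intermediate filament protein vimentin, fell by 3.01 (standard error 0.45, adjusted p = 9.1e-06; 1275 bp of it lie opposite exons of other genes, VIM-AS1 among them).
In Suit-2.028 PR cells, SERPINA1, which encodes the protease inhibitor alpha-1-antitrypsin, had 154 times the count of CTR cells (95% interval 42.2 to 1275, adjusted p = 2.3e-12). COL4A2, a collagen gene of the basement membrane, was at least 12.2-fold higher (adjusted p = 0.00062). ITGB2, which encodes an integrin subunit, had 0.0219 times the CTR count (95% interval 0.00261 to 0.0813, adjusted p = 1.2e-05), and INPP5D, which encodes a phosphatidylinositol phosphatase, fell by 3.95 on the log2 scale (standard error 0.39, adjusted p = 6.4e-09). Exons of other genes cover 95 bp of COL4A2, 303 bp of ITGB2 and 82 bp of INPP5D on the opposite strand. The aldo-keto reductase gene AKR1C2 rose with a log2FC of 1.99 (standard error 0.34, adjusted p = 0.00018), SAMHD1, whose product hydrolyses dNTPs, with 2.73 (standard error 0.47, adjusted p = 0.00018; 1068 bp opposite), and CLDN4 with 1.79 (standard error 0.26, adjusted p = 1.7e-05). CATSPER1, which encodes a subunit of a calcium channel, fell by 3.73 in Suit-2.028 (adjusted p = 8.2e-06) and rose with a log2FC of 1.86 in Patu-T (adjusted p = 2.3e-08). The list of 22 interferon-stimulated genes ranked higher in Suit-2.028 PR cells (median log2FC 1.26; adjusted p = 0.0041, and 0.24 with an estimated correlation). IRF9, a transcription factor of interferon signalling, was its only gene past an adjusted p under 0.05 (23.4 times the CTR count, 95% interval 3.80 to 964, adjusted p = 0.03; 521 bp opposite; 8 genes passed when adjusted over the list alone). Its call was lost without any 1 of the CTR libraries (0.065, 0.12 and 0.16 for replicates 1 to 3) or PR libraries (0.057, 0.14 and 0.063), with library totals only (0.053), and without the libraries highest in mitochondrial ribosomal RNA (CTR replicate 2 and PR replicate 1; 0.18). The mitochondrial mRNAs ranked higher in PR cells of both lines, with 10 of 13 higher in Patu-T (adjusted p = 1.6e-09, and 0.21 with an estimated correlation) and 9 of 13 in Suit-2.028 (3.4e-13 and 0.14; 12 when adjusted over the list alone). The share of mitochondrial ribosomal RNA had a median of 23.0% in Suit-2.028 PR and 7.39% in CTR libraries, and of 0.0430% and 0.0356% in Patu-T. In Suit-2.028 PR cells, the edgeR call of the mitochondrial gene MT-CO3 was lost with library totals only (adjusted p = 0.18). The camera test passed 6 of the 26 lists with enough genes in Patu-T and 7 of 28 in Suit-2.028, and with an estimated correlation 3 in each line.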

RNA-seq analysis identified 720 upregulated genes in PR cells (284 unique for Patu-T; 403 unique for Suit-2.028; 34 in common) (Fig. 2A and Fig. S2). Proteomics analysis identified a total of 5309 (Patu-T) and 5231 (Suit-2.028) unique proteins and 209 proteins were upregulated in PR cells (60 unique for Patu-T; 142 unique for Suit-2.028; 7 in common). 

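ABCB1 encodes P-glycoprotein, an ATP-driven pump that carries taxanes and other drugs out of the cell. SRI encodes sorcin, a calcium-binding protein, and lies near ABCB1 on chromosome 7. RNA of both genes was far higher in PR cells of Patu-T and Suit-2.028 than in their CTR cells. For SRI no change was found in GR cells. ABCB1 had under 3 counts per group in GR and CTR cells, too few to compare these groups. ABCB1 (ENSG00000085563.15) lies on chromosome 7 of GRCh38 from 87503017 to 87713323 on the minus strand, with no exon of another gene opposite it. Coding genes with no exon opposite had a median of 0 CPM, against 5.57 for those with at least 500 bp opposite. The strand of counting may thus have lowered the counts of ABCB1 in every group, which was not tested on ABCB1 itself. In Patu-T it had no count in any CTR or GR library and 32, 39 and 39 counts in the PR libraries, which is 11.6 ± 0.41 CPM (SD, n = 3). PR cells were therefore at least 33.4-fold above CTR cells (adjusted p = 5.5e-07). In Suit-2.028 the CTR libraries held 1 count of ABCB1 in all and the PR libraries 43, 40 and 66 (13.3 ± 2.4 CPM). PR cells had 151.6 times the CTR count (exact 95% interval 26.8 to 6029, adjusted p = 2.3e-07). The Suit-2.028 GR libraries held 2 counts in all, so no fold is given for ABCB1 in GR cells of either line. SRI (ENSG00000075142.14) lies on the same strand from 88205115 to 88226993, with 84 bp opposite exons of SRI-AS1. It rose from 2.46 ± 1.6 to 42.2 ± 19 CPM in Patu-T PR cells (log2FC 4.08, standard error 0.42, adjusted p = 5.3e-09). In Suit-2.028 PR cells it rose from 2.59 ± 0.86 to 36.0 ± 15 CPM (log2FC 3.80, standard error 0.40, adjusted p = 2.3e-08). In GR cells SRI was at 2.94 ± 1.3 CPM in Patu-T (log2FC 0.27, standard error 0.54, adjusted p = 0.91) and 2.77 ± 1.4 in Suit-2.028 (log2FC 0.11, standard error 0.45, adjusted p = 0.93). For both genes, every PR library of a line was above every CTR and GR library of that line.

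**Figure D1:**
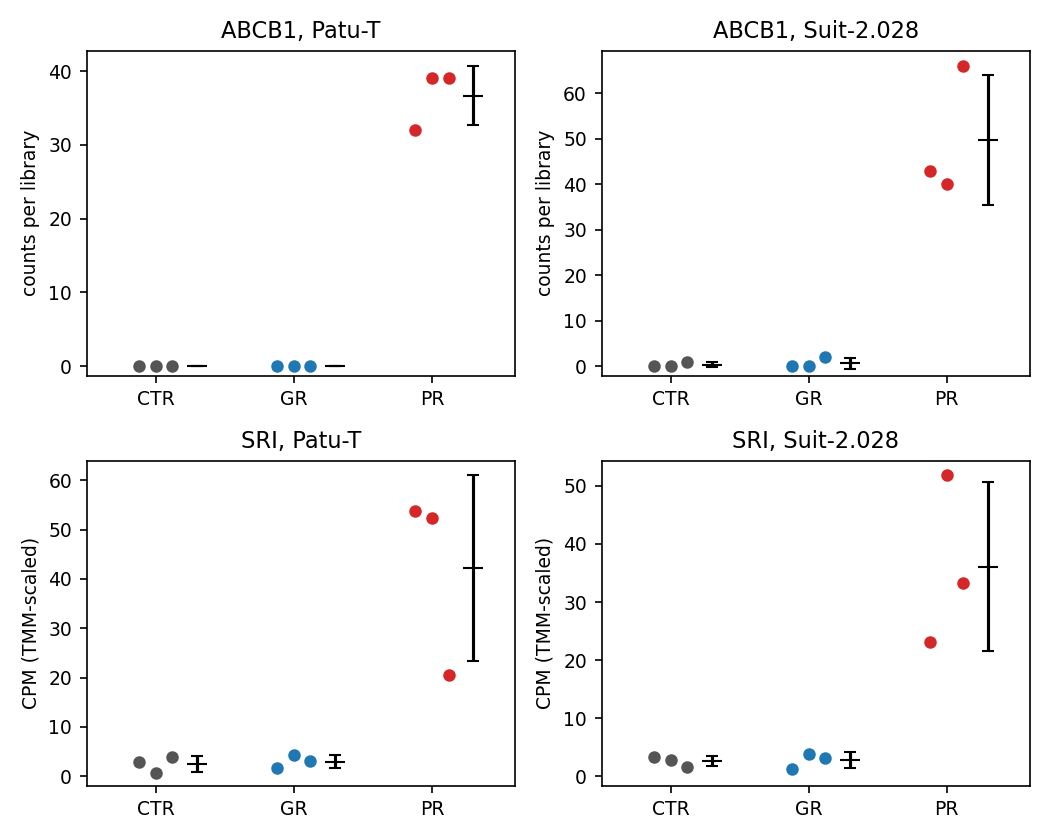
Counts of ABCB1 and CPM (TMM-normalized) of SRI (vertical axes) in each of the 18 libraries by group (horizontal axis), with the mean and SD of 3 replicates. The ABCB1 counts of the 3 libraries summed to 110 in Patu-T PR and 149 in Suit-2.028 PR cells, and every CTR and GR library lay below every PR library of its line.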

Intersection of RNA-seq and proteomics data identified ABCB1 and SRI as the only genes whose expression was upregulated both at the transcript and protein level in both PR models (Fig. 2B and Supplemental Table S3). 

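ABC transporters move lipids, ions, peptides and drugs across membranes, and several besides ABCB1 can export drugs. In these data the gene that rose with ABCB1 in both lines was ABCB4, its neighbour on chromosome 7, which encodes a phospholipid transporter of the liver. ABCB4 rose from 0.699 ± 0.36 to 10.6 ± 4.3 CPM in Patu-T PR cells (SD, n = 3; log2FC 3.84, standard error 0.64, adjusted p = 5.3e-05). In Suit-2.028 PR cells it rose from 0.587 ± 0.31 to 12.9 ± 4.6 CPM (log2FC 4.34, standard error 0.56, adjusted p = 2.0e-06). No exon of another gene lies opposite ABCB4. Of 23 ABC transporter genes tested in Patu-T, ABCB1 and ABCB4 were higher in PR cells at an adjusted p under 0.05 and none was lower, with the same number when adjusted over the list alone. Of 31 tested in Suit-2.028, ABCB1, ABCB4, CFTR and TAP1 were higher and ABCA6 was lower, again with the same numbers over the list alone. CFTR, which encodes a chloride channel, was at least 12.9-fold higher in Suit-2.028 PR cells (adjusted p = 0.0019; 228 bp opposite). TAP1, which encodes a peptide transporter of antigen processing, rose with a log2FC of 0.74 (adjusted p = 0.035; 672 bp opposite). That call was lost without CTR replicate 2 (0.21) or 3 (0.22), without PR replicate 1 (0.071), 2 (0.20) or 3 (0.11), with library totals only (0.76), and without the libraries highest in mitochondrial ribosomal RNA (0.25). ABCA6, which encodes a lipid transporter, fell by 2.49 (adjusted p = 0.045), and was lost without CTR replicate 1 (0.073), 2 (0.11) or 3 (0.22), GR replicate 3 (0.061), or PR replicate 1 (0.14) or 3 (0.22), with library totals only (0.14), filterByExpr (0.061) or all 18 libraries in one fit (0.082), and without the libraries highest in mitochondrial ribosomal RNA (0.28). The list as a whole did not rank above or below other genes (camera, adjusted p = 0.51 in Patu-T and 0.65 in Suit-2.028). At the study's cutoffs, 2 ABC transporter genes were upregulated in both lines, ABCB1 and ABCB4, and their number was the same when any 1 library was left out. ABCB9, which encodes a lysosomal peptide transporter, had a log2FC of -0.26 in Patu-T (adjusted p = 0.15) and -0.35 in Suit-2.028 (adjusted p = 0.28), with 5998 bp opposite exons of other genes.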

Other ABC transporters were not upregulated in both cell lines and in both RNA-seq and proteomics data sets (Fig. S3). We validated upregulation of ABCB1 by RT-qPCR and Western Blot. ABCB1 was strongly upregulated at the mRNA and protein level in all PR cell lines, as compared to GR and parental cell lines (Fig. 2C, D; Fig. S4). Even though Suit-2.028 GR cells showed some increase in ABCB1 mRNA expression, ABCB1 protein levels were not affected. These findings indicated that induction of ABCB1 is a common event in PR PDAC models but not in GR models.

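In the RNA-seq data, the rise of ABCB1 RNA set PR cells apart from GR cells as well as from CTR cells, and its neighbours on chromosome 7 rose with it. PR cells were therefore also tested directly against GR cells of the same line. In Patu-T, ABCB1 was at least 36.7-fold higher in PR than in GR cells (adjusted p = 2.3e-07). In Suit-2.028, PR cells had 98.6 times the GR count of ABCB1 (exact 95% interval 26.8 to 822, adjusted p = 6.3e-08). SRI was higher in PR than in GR cells with a log2FC of 3.81 in Patu-T (standard error 0.40, adjusted p = 5.7e-09) and 3.69 in Suit-2.028 (standard error 0.38, adjusted p = 1.2e-08). For DMTF1, which encodes a transcription factor that binds cyclin D, the log2FC was 4.45 (standard error 0.18, adjusted p = 1.6e-20) and 4.11 (standard error 0.19, adjusted p = 2.5e-17), with 190 bp opposite exons of other genes. ABCB4 showed 4.22 (standard error 0.66, adjusted p = 1.1e-05) and 3.83 (standard error 0.51, adjusted p = 1.9e-06). Of the genes drawn in Fig. 4A, 10 of 11 tested in Patu-T and 12 of 12 in Suit-2.028 were higher in PR than in GR cells, and none was lower (11 and 12 when adjusted over the list alone). The paper reports some rise of ABCB1 mRNA in Suit-2.028 GR cells with no effect on the protein, and concludes from RNA and protein levels that ABCB1 induction is common in PR models and not in GR models.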

**Fig. 2:**
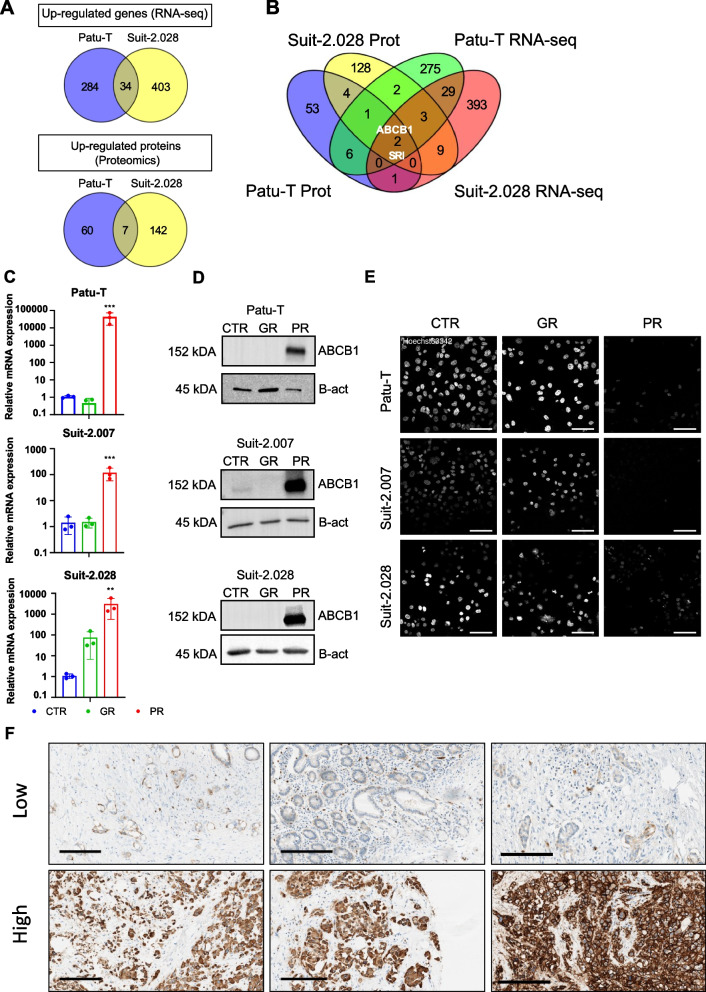
ABCB1 overexpression in PDAC PR cell lines. **A **Venn diagrams showing the up-regulated mRNAs (upper panel) or proteins (lower panel) in Patu-T PR and Suit-2.028 PR compared to the respective CTR. A list of the genes in common for each dataset can be found at Supplemental Table S3. **B **Venn diagram showing targets upregulated in both RNA-seq (Patu-T PR in green and Suit-2.028 in red) and proteomics analysis (Patu-T PR in blue and Suit-2.028 in yellow) in Patu-T PR and Suit-2.028 PR compared to the respective CTR. **C **Relative gene expression of *ABCB1* in CTR (blue), GR (green) and PR (red), measured by RT-qPCR. **D **Western blot analysis of ABCB1 expression and β-actin (B-act) as loading control in the indicated CTR, GR, and PR cell models. Uncropped Western blot membranes can be found in Figure S4. **E **Representative confocal images of PDAC cell lines stained with 1 μg/mL of Hoechst33342 for 2 h at 37 °C in growth medium. *Scale bar:* 100 μm. **F **ABCB1 expression levels assessed by immunohistochemistry (IHC) in surgical specimens from PDAC patients who were subsequently treated with gemcitabine/nab-paclitaxel as first-line therapy. Three specimens with low and three specimens with high expression levels are shown. *Scale bar*: 200 μm

### ABCB1 represents a target for sensitization to paclitaxel in PDAC

The functional consequence of increased ABCB1 expression was determined using a Hoechst-efflux assay. Similarly to paclitaxel, the live nuclear stain Hoechst33342 is a substrate of multiple ABC-transporters, including ABCB1 [30]. Hoechst33342 readily stained nuclei in CTR and GR cells but was effectively excluded in PR cells after 2 h incubation (Fig. 2E). To confirm the clinical relevance of ABCB1, its expression and potential correlation with survival was evaluated in surgical specimens from PDAC patients who then received at least one cycle of gemcitabine + nab-paclitaxel as first-line therapy. ABCB1 was expressed at different levels in these patients confirming its potential role as a personalized target for therapeutic intervention in PDAC patients (Fig. 2F). There was a trend towards a correlation with poor survival although in this small cohort this was not significant (*p* = 0.0694, Fig. S5A, B). To establish the role of ABCB1 in PDAC paclitaxel-resistance, ABCB1 activity was inhibited with the ABCB1 inhibitor, verapamil [31]. Treatment with verapamil alone did not affect PR cell proliferation (Fig. S6A), but led to a marked increase in Hoechst nuclear staining in PR cells (Fig. 3A, B). In agreement, a dose-dependent increase in the sensitivity to paclitaxel was observed causing a ~ 100–1000-fold decrease in the paclitaxel IC_50_ when combined with 10 μM verapamil (Fig. 3C, D). Moreover, verapamil did not affect gemcitabine sensitivity in Patu-T GR or CTR (Fig. S6B). As verapamil may have off-target effects in addition to ABCB1 inhibition, the role of ABCB1 in PDAC paclitaxel resistance was further confirmed using gene silencing. Indeed, siRNA-mediated ABCB1 depletion strongly sensitized PR cells to paclitaxel as compared to controls (Fig. 3E). Together, these data confirmed the specific role of ABCB1 induction in paclitaxel resistance as a common mechanism underlying paclitaxel-resistance in all three PDAC models.

**Fig. 3:**
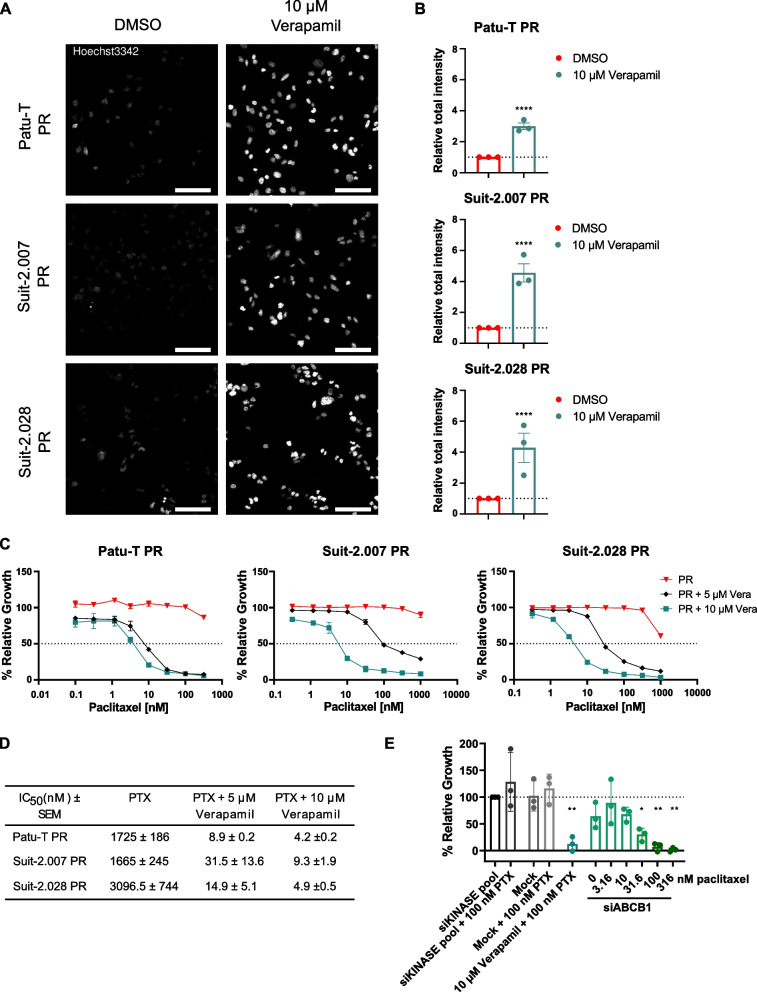
ABCB1 inhibition restores PR cell lines paclitaxel sensitivity. **A **Representative confocal images of PDAC PR cell lines treated O/N with either 10 μM verapamil or DMSO as a control and stained with 1 μg/mL of Hoechst33342 for 2 h at 37 °C in growth medium. *Scale bar:* 100 μm. **B **Quantification of Hoechst signal total intensity with CellProfiler upon DMSO (red) or 10 μM verapamil (green) treatment. **C **Representative growth curves of the 3 PR resistant cell models exposed for 72 h to paclitaxel concentration ranges, combined with 0.1% DMSO (red triangles), 5 μM verapamil (black diamonds) or 10 μM verapamil (green squares). Mean and SD of triplicates is shown. **D **Concentrations of paclitaxel causing 50% reduction in cell growth determined in absence or presence of 5 μM or 10 μM verapamil. Mean ± SEM for 3 independent experiments is displayed. As 50% growth inhibition was not fully reached in PR cells exposed to only paclitaxel, values from Supplemental Table S2 are displayed. **E **Relative proliferation (compared to siKINASEpool control) of Patu-T PR cells 72 h post-treatment with the indicated siRNA SMARTpools (50 nM) and paclitaxel concentrations, analyzed by SRB assay. Verapamil is used as positive control for ABCB1 inhibition

### ABCB1 gene locus is amplified and gene expression is upregulated in PR cells

ABCB1 overexpression can be caused by amplification of the gene locus 7q21.12 in neuroblastoma, lung, and ovarian cancers [32]. To elucidate the mechanism of upregulation in the three PR PDAC models, mRNA expression of the *ABCB4*, *ADAM22*, *TP53TG1*, and *SRI* genes that reside in the ABCB1 locus (Fig. 4A), was measured by RT-qPCR. Expression of each of these genes was increased in PR cells as compared to the parental cells for each of the three PDAC models (Fig. 4B-D), suggesting amplification or de-repression of the gene locus. We explored locus amplification by DNA-qPCR in the Patu-T model. Increased signals for all four genes were detected in PR but not in GR cells as compared to CTR cells, confirming locus amplification (Fig. 4E). We next investigated the presence of ecDNA that has been associated with increased copies of oncogenes and chemo-resistance in many types of cancer [33, 34]. Similar to parental or GR cells, no ecDNA was present in PR cell metaphase spreads (Fig. 4F). This demonstrated that ABCB1 overexpression in PR PDAC cells was caused by ABCB1 locus amplification which does not involve ecDNA.

**Fig. 4:**
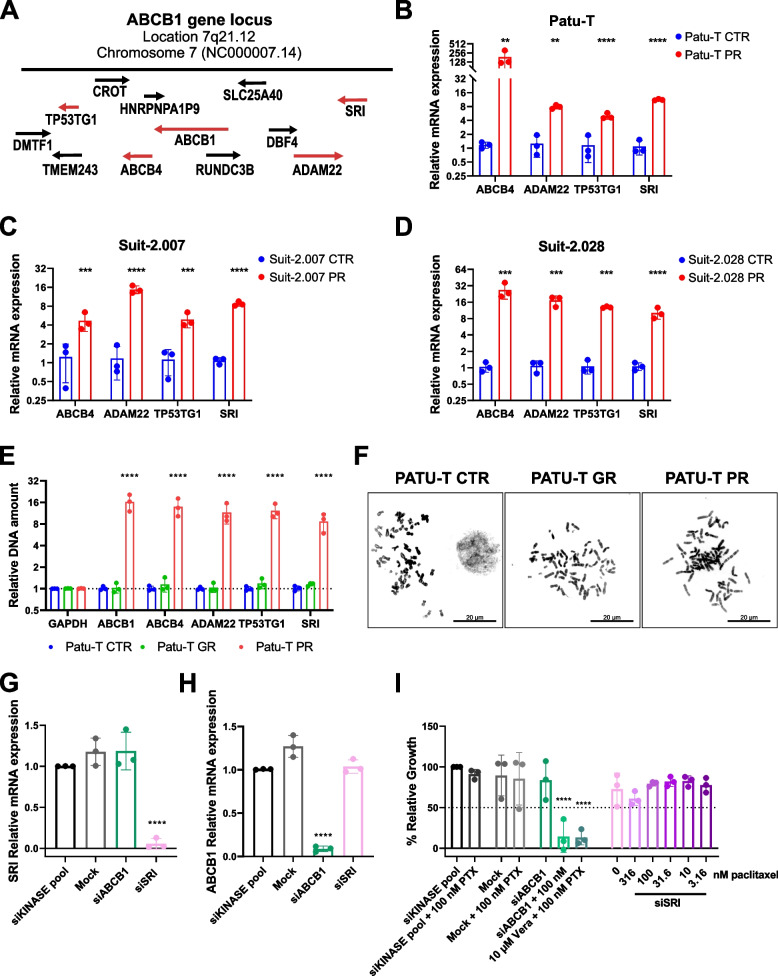
Expression of genes in ABCB1 locus is upregulated in PR cells. **A **Graphic visualization of ABCB1 amplicon on the locus 7q21.12. **B**-**D **Gene expression of *ABCB4, ADAM22, TP53TG1* and *SRI* measured by RT-qPCR in PR (red) relative to CTR cells (blue) for the 3 indicated cell models. Brown-Forsythe and Welch ANOVA with Dunnet’s T3 post hoc test was used **E **Relative DNA amount of *GAPDH*, *ABCB1, ABCB4, ADAM22, TP53TG1* and *SRI* in Patu-T CTR (blue), GR (green) and PR (red) cells, measured by DNA-qPCR and calculated as fold change (2^−ΔΔCt^ compared to the parental). **F **Representative images of Patu-T CTR, GR and PR cell metaphases stained with DAPI. Note absence of ecDNA. *Scale bar:* 20 μm. **G**-**H **Gene expression of *SRI* (**G**) and *ABCB1* (**H**) in Patu-T PR cells transfected with the indicated siRNA SMARTpools (50 nM) measured by RT-qPCR relative to siKINASEpool samples. **I **Cell growth of Patu-T PR cells 72 h post-treatment with the indicated siRNA SMARTpools and paclitaxel concentrations, relative to siKINASEpool control samples. Verapamil (Vera) is used as positive control for ABCB1 inhibition

### Sorcin depletion does not affect proliferation of PR cells treated with paclitaxel

*SRI*, which was the only gene up-regulated at the mRNA and protein level in all three PR PDAC models alongside ABCB1 (Figs. 2B, 4B-D), encodes the calcium-binding protein Sorcin that is associated with cancer progression [35] and can activate expression of ABCB1 [36]. We therefore asked if depletion of SRI could reduce ABCB1 levels and restore paclitaxel sensitivity in PR PDAC cells. However, siRNA-mediated silencing of SRI did not lead to reduced ABCB1 expression (Fig. 4G, H) and, in agreement, did not affect paclitaxel resistance of Patu-T PR cells (Fig. 4I). This indicates that a previously described mechanism of ABCB1 regulation by SRI did not underlie ABCB1-mediated paclitaxel resistance in PDAC cells.

### Compound screen identifies KIs targeting ABCB1-mediated paclitaxel resistance

Clinical trials with ABCB1 inhibitors on cancer patients have not been successful due to low efficacy or adverse effects [21, 27]. As sorcin targeting proved unsuccessful, we took an unbiased approach to identify alternative pharmacological combinations to restore paclitaxel sensitivity in PR PDAC cells. We screened a library of 760 KIs in Patu-T PR cells. The KI library was screened at a fixed dose of 1 μM in combination with DMSO or paclitaxel at a fixed dose of 0.1 μM. A subset of KIs reduced proliferation of Patu-T PR cells below 50% exclusively when co-administered with paclitaxel (Fig. 5A, Supplemental Table S4). This subset did not show an enrichment for interaction with specific signaling pathways but several of these KIs had been previously shown to interact with ABCB1. In particular, tyrosine kinase inhibitors, including apatinib and SGI-1776 free base, have been described as ABCB1 inhibitors [21, 37–39]. We further continued with apatinib and SGI-1776 free base as positive controls and a series of potent KIs detected in the screen for which an interaction with ABCB1 had not been previously shown (Supplemental Table S4). Sensitization to paclitaxel for PR PDAC cells was validated for each of these selected KIs in the Patu-T, Suit-2.028 and Suit-2.007 models (Fig. 5B and Fig. S7A). In agreement with ABCB1 inhibition by these KIs, each effectively suppressed Hoechst exclusion in the PR cells to a similar extent as that achieved by verapamil (Fig. 5C, D and Fig. S7B). To discriminate between inhibition of ABCB1 efflux function versus inhibition of expression of ABCB1, we measured ABCB1 mRNA expression in the PR models after 48 h of treatment with 1 μM of selected KIs. The effect of the KIs varied among cell lines and among KIs, but none of them reduced ABCB1 expression to a level comparable to that in CTR cells (Fig. S8). Moreover, changes in expression induced by KIs did not match their effect on Hoechst exclusion or cell proliferation in the presence of paclitaxel, indicating that these KIs primarily act as inhibitors of ABCB1 function. Altogether, these findings identify novel KIs that may be used to target ABCB1-mediated paclitaxel resistance.

**Fig. 5:**
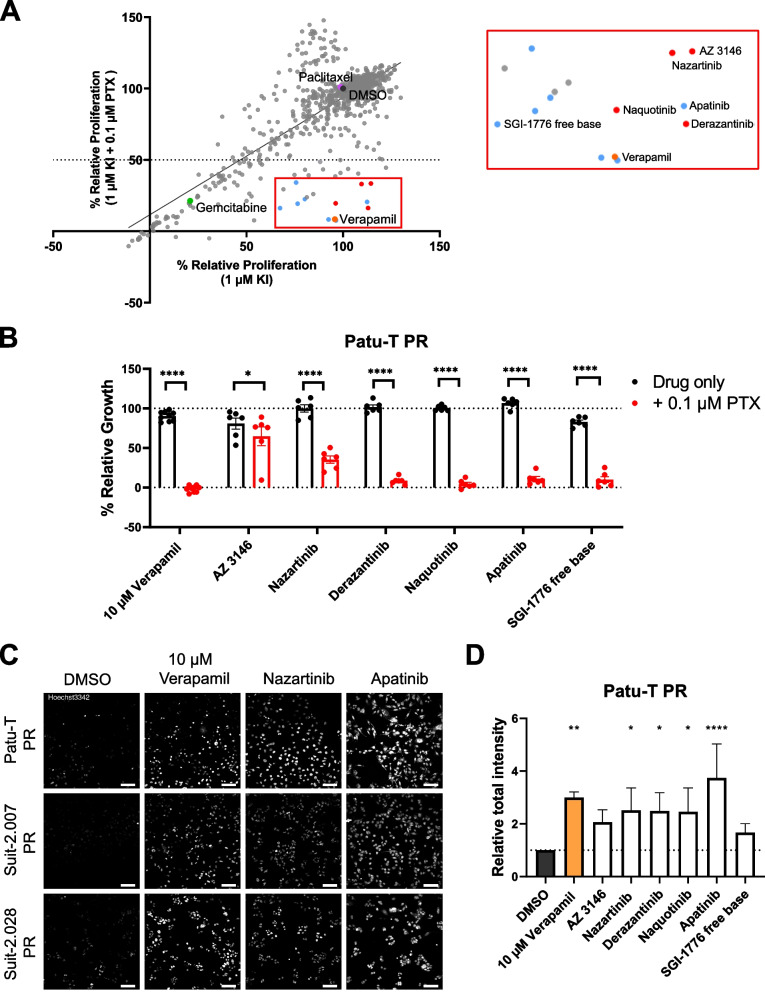
KI library screen to identify synthetic lethalities with paclitaxel in PR PDAC cells. **A **Scatter plot showing relative proliferation of Patu-T PR cells treated with 760 KIs (1 μM) in absence or presence of 0.1 μM paclitaxel, as assessed by SRB. Dots represent the mean of two independent experiments. Labeled dots indicate 0.1% DMSO control (dark grey), 0.1 μM paclitaxel only (purple), 0.1 μM gemcitabine (green), and 10 μM verapamil (orange). Red box, enlarged on the right, indicates compounds synergizing with paclitaxel, and blue dots indicate compounds already known to interact with ABCB1. **B **Confirmation of screen hits. KIs were tested at 1 μM concentration in combination with DMSO (black) or 0.1 μM paclitaxel (red) and proliferation was assessed after 72 h of treatment. Dotted line represents DMSO control (100%). KIs were tested in technical duplicates and controls in triplicates. Mean and SD from 3 independent experiments is displayed (dots indicate individual data points). Ordinary one-way ANOVA was performed, followed by Šídák’s multiple comparisons test. **C **Representative confocal images of PDAC PR cell lines treated O/N with either 1 μM KIs, 10 μM verapamil or DMSO as a control and stained with 1 μg/mL of Hoechst33342 for 2 h at 37 °C in growth medium. *Scale bar:* 100 μm. **D **Quantification of Hoechst signal total intensity with CellProfiler upon the different treatments. Dotted line represents Relative total intensity = 1

## Discussion

Chemoresistance is a major hurdle in the treatment of PDAC patients and understanding how to revert resistance to available treatments is of crucial importance. Gemcitabine resistance has been extensively investigated in PDAC, while little research has been performed on paclitaxel resistance [12, 13]. We find that ABCB1 overexpression is a shared response to continued exposure to paclitaxel in three independent PDAC models and is not associated with gemcitabine resistance in those models. ABCB1 is involved in multidrug resistance of many solid cancers [27, 40–42]. Taxols, in particular paclitaxel, are among the substrates of this transporter. However, the role of ABCB1 in resistance to paclitaxel has not been addressed in pancreatic cancer.

Interestingly, previous studies using pancreatic and other cancer cell lines have shown that ABCB1 is involved in gemcitabine resistance [13, 22–26]. Our data do not support such a role: gemcitabine exposure did not induce ABCB1 expression (besides some increase at the mRNA level in some instances which was not mirrored by enhanced protein levels). Moreover, the induction of ABCB1 in paclitaxel resistant PDAC cells did not lead to cross-resistance to gemcitabine and inhibition of ABCB1 through verapamil did not alter GR cells sensitivity to gemcitabine. The aforementioned studies largely focused on HNF1A or PLK1 mediated gemcitabine resistance mechanisms that involved ABCB1 [22, 23, 25] while Chen et al. did observe increased ABCB1 expression in SW1990 cells treated with gemcitabine [24]. Notably, a different study in fact reported increased sensitivity to gemcitabine in a panel of cancer cell lines overexpressing ABCB1 [43], and we find a similar trend in some of our models. Taken together, there is no direct evidence involving ABCB1 in gemcitabine resistance and our study indeed argues against such a mechanism in PDAC cells.

Previous studies showed that ABCB1 overexpression can be caused by gene locus amplification [44]. Indeed, the expression of 4 genes belonging to locus 7q21.12 (*ABCB4*, *ADAM22*, *TP53TG1* and *SRI*) is also increased in PR cells. We discriminate between de-repression and amplification by DNA-qPCR, further confirming locus amplification as the underlying mechanism. Gene amplification and chemoresistance have been linked to the presence of ecDNA [33]. The continuous exposure to a drug like paclitaxel affecting the cell cycle could lead to genomic instability and therefore to the generation of ecDNA fragments [45] but we did not find evidence for this. The fact that DNA-qPCR fold-change values were similar for the tested genes in the 7q21.12 locus, while RT-qPCR fold-change values for the same genes differed considerably, suggests that additional mechanisms, on top of locus amplification, may regulate paclitaxel-induced ABCB1 overexpression.

One such mechanism we considered, involves SRI/Sorcin. *SRI* is located on the same gene locus as *ABCB1* and is often co-amplified in multidrug-resistant cancers [32, 35]. In our experiments, SRI was the only candidate specifically induced by paclitaxel along with ABCB1 in the transcriptomics and proteomics datasets for Patu-T PR and Suit-2.028 PR. SRI encodes Sorcin, a calcium-binding protein that has been associated with increased tumor aggressiveness [35, 46] and can induce ABCB1 expression in leukemia [36]. In particular, Sorcin activates Protein Kinase A (PKA)-CREB1 signaling leading to activation of the ABCB1 promoter at cAMP-Response elements (CRE). Our results argue against this mechanism in PDAC paclitaxel resistance: SRI knockdown did not affect ABCB1 expression and failed to sensitize Patu-T PR cells to paclitaxel. It is possible that ABCB1 regulation is different in PDAC cells as compared to leukemic cells or the gradual increase in ABCB1 and SRI caused by paclitaxel differs from engineered SRI overexpression, as used by Yamagishi et colleagues [36]. Moreover, the impact of sorcin on ABCB1 transcription is modulated by the presence of other mechanisms regulating calcium ion homeostasis, which may vary between cell types [47].

Our findings in a small patient cohort show that ABCB1 is expressed in PDAC patients that after resection received at least one cycle of gemcitabine + nab-paclitaxel treatment. We observe a trend towards a correlation of ABCB1 expression with poor survival, although in this small cohort it was not statistically significant. It will be interesting to assess a larger cohort and compare to patients that have received a different therapy regimen such as FOLFIRINOX. Nevertheless, this indicates ABCB1 is expressed and may represent a target for chemosensitization to paclitaxel in PDAC patients. We confirmed its role as a candidate target for attenuating paclitaxel resistance in PDAC using gene silencing and the ABCB1 inhibitor, verapamil. Unfortunately, verapamil or other ABCB1 inhibitors have not performed well in the clinic. Reasons for the failure of ABCB1 inhibitors in clinical trials include lack of efficacy or dose-limiting toxicity [21, 27].

Our KI screen identified novel candidate strategies to sensitize PDAC cells to paclitaxel without affecting growth in the absence of the chemotherapy. We found two compounds (i.e., apatinib and SGI-1776 free base) that have already been reported as ABCB1 inhibitors [38, 39]. Interestingly, several compounds that were identified as ABCB1 inhibitors in different cancers failed to sensitize PDAC cells in our screen (i.e., erlotinib [48], imatinib [49], and nilotinib [50]). Whether this reflects different inhibitory mechanisms or differences in potency is currently unknown, but it underscores the need to test each drug in the appropriate cancer type. We also identified KIs such as nazartinib, naquotinib, and derazantinib, that have not been previously implicated in PDAC paclitaxel resistance or ABCB1 inhibition. Using a Hoechst efflux assay, we confirmed these KIs act by inhibiting ABCB1. For some KIs and in some PR models, inhibition of ABCB1 expression was observed. However, this never reduced it to the nearly absent levels observed in CTR cells. Moreover, this effect did not correlate with the efficacy of the KIs in attenuating Hoechst efflux or cell proliferation in the presence of paclitaxel. This indicates that these KIs mainly act by suppressing ABCB1 efflux activity and it points to candidate strategies for combination therapies for chemosensitization. Interestingly, nazartinib, naquotinib, and derazantinib have already passed phase I clinical trials [NCT02108964 [51], NCT02500927 [52], NCT03230318 [53]], suggesting that their safety profile is acceptable. Apatinib mono treatment showed in vivo tumor growth arrest in PDAC xenograft models [54] and synergized with paclitaxel in gastric cancer murine models [55, 56]. Apatinib also reverted breast cancer multidrug resistance in vivo [38] and it is being tested in phase I and II clinical trials in combination with different chemotherapeutic agents, including paclitaxel [NCT02697838 [57]]. Results from these trials will provide more information on the clinical relevance and feasibility of combining KIs with ABCB1 substrates to improve patient response to therapy.

### Supplementary Information

**Additional file 1:** **Supplementary methods. **LC-MS/MS analysis and label-free quantification. 

**Additional file 2:** **Supplemental Table S1.** Primer sequences used for RT-qPCR and DNA-qPCR.

**Additional file 3:** **Supplemental Table S2.** IC_50_ values of the established resistant cell lines and CTR and the respective Resistance factors. 

**Additional file 4:** **Supplemental Table S3.** List of upregulated RNAs and proteins shared between Patu-T PR and Suit-2.028 PR cells. Common hits in RNA-seq and proteomics data are indicated in bold. 

**Additional file 5:** **Supplemental Table S4.** Selected hits from KI-screen.

**Additional file 6:** **Supplementary Fig. S1. **Correlation plots and Principal component analysis (PCA) of RNA-seq and proteomics data. **A**. Correlation plots show good correlation for biological replicates within the same cell line, and no or poor correlation among different cell lines. **B**. PCA analysis for RNA-seq and proteomics data. Plots show separation of CTR, GR, and PR samples in RNA-seq (top) and proteomics (bottom) data sets. 

**Additional file 7:** **Supplementary Fig. S2. **Volcano plots of differentially expressed genes/proteins for PR vs CTR cells. Grey = not significant (NS); green = only log2FC > 2 or < -2; blue = only *p*-value < 0.05; red = *p*-value < 0.05 and log2FC > 2 or < -2. The latter criteria identified 15198 and 15621 differentially expressed RNAs and 5309 and 5231 differentially expressed proteins in Patu-T and Suit-2.028, respectively. 

**Additional file 8:** **Supplementary Fig. S3. **Upregulation of ABC transporters in PR cells. Venn diagram showing upregulated ABC transporters in PR models.

**Additional file 9:** **Supplementary Fig. S4. **Uncropped Western blot membranes for Patu-T, Suit-2.028 and Suit-2.007 CTR, PR, and GR cells stained for ABCB1 and B-actin**.** One biological replicate of western blot is shown for each cell line. Each sample was collected from untreated cells. 

**Additional file 10:** **Supplementary Fig. S5. **ABCB1 upregulation correlates with poor survival.** A**. Kaplan-Meier curves of the patients that underwent surgery, grouped according ABCB1 expression, showing a trend towards reduced probability of survival in case of high (red) vs. low (blue) expression. **B**. Clinicopathological characteristics and correlation with mean overall survival (OS) of the PDAC patients. 

**Additional file 11:** **Supplementary Fig. S6. **Verapamil mono treatment does not affect PR cell proliferation and verapamil does not sensitize to gemcitabine. **A**. Representative growth curves of 3 PR cell lines (red) exposed to verapamil concentration ranges, relative to DMSO control. Mean and SD of triplicates is shown. The experiment was repeated 3 times. **B**. Representative growth curves showing effect of 5 µM or 10 µM Verapamil on sensitivity to increasing concentrations of gemcitabine for CTR (left) or GR (right) PDAC cells. Mean and SD of triplicates is shown. The experiment was repeated 2 times. 

**Additional file 12:** **Supplementary Fig. S7. **KI screen validation in Suit-2.007 and Suit-2.028 PR cells.** A**. Impact on cell proliferation. Selected KIs from KI library screen were tested at 1 µM in absence (black bars) or presence (red bars) of 0.1 µM paclitaxel (PTX). Proliferation was assessed after 72 hours of treatment. Dotted line represents the DMSO control (100%). Experiments were performed in technical duplicates. Mean and SD of three independent experiments is shown. Ordinary one-way ANOVA was performed, followed by Šídák’s multiple comparisons test. **,*p* < 0.005; ****, *p* < 0.0001. **B**. Impact on Hoechst exclusion. Selected KIs from KI library screen were tested for their ability to prevent Hoechst exclusion in PR cells. Relative Hoechst signal intensity for the indicated treatments versus DMSO is shown. Mean and SD of 3 independent experiments performed in triplicates is shown. Ordinary one-way ANOVA with Dunnet’s post hoc test was used. *, *p* < 0.05; **, *p* < 0.005; ****, *p* < 0.0001. 

**Additional file 13:** **Supplementary Fig. S8. **KI treatment of PR cells does not decrease ABCB1 expression to level of CTR cells. Gene expression of ABCB1 and GAPDH in PR cells after 48h of treatment with 1 µM of the indicated KI, measured by RT-qPCR and calculated as fold change (2^-ΔΔCt^ compared to the DMSO control). Untreated CTR sample was included as negative control for ABCB1 expression (blue). *Bars*, mean of triplicates. 1 experiment was performed. 

## Data Availability

The dataset generated by RNA-seq data for this study is available at Gene Expression Omnibus (GEO) database with accession number GSE228106 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228106. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE repository with the dataset identifier PXD040930 and 10.6019/PXD040930. All experimental datasets and documents generated in this study are available upon reasonable request to the corresponding author.

## Abbreviations

ABC: ATP-binding cassette
ABCB1/MDR1/P-gp: ATP-binding cassette B1
B-Act: Beta-Actin
CRE: CAMP-Response Elements
DMSO: Dimethyl sulfoxide
DNA -qPCR: DNA quantitative PCR
ecDNA: Extra-chromosomal DNA
FOLFIRINOX: Folinic acid-fluorouracil-irinotecan-oxaliplatin
GEM: Gemcitabine
GR: Gemcitabine Resistant
IC_50_: Concentration causing 50% reduction in cell growth
IHC: Immunohistochemistry
KI: Kinase Inhibitor
LC–MS/MS: Liquid chromatography Tandem mass spectrometry
log2FC: Log2-Fold Change
NS: Not significant
O/N: Overnight
OS: Overall Survival
PDAC: Pancreatic ductal Adenocarcinoma
PKA: Protein Kinase A
PR: Paclitaxel Resistance
Prot: Proteomics
PTX: Paclitaxel
*p*-val: *P*-value
RNA-seq: RNA-sequencing
RT-qPCR: Reverse transcription quantitative real-time PCR
SD: Standard deviation
SEM: Standard error of the mean
siRNA: Small interfering RNA
SRB: Sulforhodamine B assay
SRI: Sorcin
Vera: Verapamil
CTR: Parental (control) cells

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary methods. LC-MS/MS analysis and label-free quantification.

**SUPPLEMENTARY METHODS**

### **LC-MS/MS analysis and label-free quantification**

Peptide samples were analyzed by nanoLC- MS/MS using an EASY-nLC 1000 interfaced with an Orbitrap Fusion Tribrid mass spectrometer equipped with an EASY spray source (Thermo Fisher Scientific, Waltham, MA, USA). Peptides were loaded onto a PepMap C18 precolumn (2 cm x 75 µm internal diameter (ID), 3 µm particle size, 100 Å pore size) (Thermo Fisher Scientific, Waltham, MA, USA) and separated on a PepMap C18 column (50 cm x 75 µm ID, 2 µm particle size, 100 Å pore size) (Thermo Fisher Scientific, Waltham, MA, USA) heated at 35 °C and with a constant flow rate of 300 nl/min. Peptide separation was carried out using a segmented gradient of 0.1% FA (mobile phase A) and ACN/0.1% FA (mobile phase B) as follows: from 5% to 22% mobile phase B in 104 min, from 22% to 32% in 15 min and from 32% to 90% in 10 min. MS data were acquired in positive ion mode using a spray voltage of 2.0 kV, sheet gas set to 1 to minimize neutral contamination and an ion transfer tube temperature of 275 °C. The MS1 survey scan was acquired using the orbitrap (OT) analyzer within a mass range of 375 – 1200 m/z, resolving power of 120.000 FWHM (at 200 m/z), RF lens value of 60%, maximum injection time of 50 ms and maximum ion count of 400000. MS2 was performed using the TopSpeed method in which the most intense precursor ions (2 – 7 charge states and a minimum intensity threshold of 5000) were isolated with an isolation window of 1.6 *m/z* and fragmented by higher energy collisional dissociation (HCD) at a normalized collision energy (NCE) of 27%. The total cycle time was 3 s. Fragment ion detection was performed in the dual-pressure ion trap (IT) with the maximum number ions set to 2000 and a maximum injection time of 300 ms. A dynamic exclusion of 60 s was enabled to avoid the selection of the same precursor ion during its chromatographic elution.

Raw files were uploaded into Proteome Discoverer software (v2.1) (Thermo Fisher Scientific, Waltham, MA, USA) and queried against the human UniprotKB/Swiss-Prot TrEMBL database (202160 sequences, September 2021) using the SEQUEST database search algorithm. Peptide identification was performed using a mass tolerance of 10 ppm and 0.6 Da for precursor and fragment ions respectively, trypsin/Lys-C as endoproteases and up to two missed cleavages. Cysteine carbamidomethylation was set as a static modification (+57.021464 Da) while methionine oxidation (+15.994915 Da) and protein N-Terminal acetylation (+42.010565 Da) were both set as variable modifications. Peptide spectrum matches (PSMs) were determined using a 1% false discovery rate (FDR), using the Percolator module. Protein abundances were exported from Proteome Discoverer and normalized over the sum within each cell line dataset. The equality of variances was assessed, and selected proteins were tested for significance using a Student’s two-tailed t-test. The MS proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE (accession number PXD040930).

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Table S1. Primer sequences used for RT-qPCR and DNA-qPCR.

| RT-qPCR | Forward | Reverse |
| --- | --- | --- |
| ABCB1 | GGCTACATGAGAGCGGAGGAC | TTCCGTTGCACCTCTCTGGTC |
| ABCB4 | GAAAGGCCAGACACTAGCCC | ACCATCGAGAAGCACTGTCC |
| TP53TG1 | GAGCTGTCCTAACTCTGCGG | GAGGGTTGGGTACCTTCGTG |
| ADAM22 | CCGCGAAGCACAATGCAG | CAACATGAGTCAACTGCGGG |
| SRI | TCCGCTGTATGGTTACTTTGC | GTGCCAGACATATCTCTATCCAG |
| ACTB | ATTGCCGACAGGATGCAGAA | GCTGATCCACATCTGCTGGAA |
| GAPDH | TCGGAGTCAACGGATTTGGT | TTCCCGTTCTCAGCCTTGAC |
| DNA qPCR | Forward | Reverse |
| ABCB1 | CAAGGCAATTCACAGACACAGG | CACTTCAGTTACCCATCTCGAA |
| ABCB4 | AGCCCAAGGGTTTAGGTACTG | CTAAAGGCTGAGACCGCCAG |
| TP53TG1 | CTCAGATTTTGGTGGCAACTTTTCA | GGAAGCAGCCAACAGCAAATTA |
| ADAM22 | TGAGGGAACCAAAAGCTCCC | CATGGCCCCTCTACCCTACT |
| SRI | TGTTGGGCTCACATGAAGGT | GGATGGGGGTGCCATTCATT |
| ACTB | CACTCCAAGGCCGCTTTACA | CACTCCAAGGCCGCTTTACA |

**Supplemental Table S1.** Primer sequences used for RT-qPCR and DNA-qPCR.

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental Table S2. IC50 values of the established resistant cell lines and CTR and the respective Resistance factors.

| Cell line |  | IC_50_ Paclitaxel (nM) ± SEM | Paclitaxel resistance factor |  | IC_50_ gemcitabine (nM) ± SEM | Gemcitabine resistance factor |
| --- | --- | --- | --- | --- | --- | --- |
| Patu-T CTR |  | 2.23 ± 0.67 | NA |  | 8.33 ± 1.42 | NA |
| Patu-T PR |  | 1725 ± 186 | **774** |  | 2.10 ± 0.16 | - |
| Patu-T GR |  | 0.92 ± 0.58 | - |  | > 12000 | **1440** |
|  |  |  | |  |  | |
| Suit-2.007 CTR |  | 16.46 ± 6.42 | NA |  | 7.09 ± 2.19 | NA |
| Suit-2.007 PR |  | 1665 ± 245 | **101** |  | 9.78 ± 1.40 | - |
| Suit-2.007 GR |  | 0.53 ± 0.50 | - |  | > 3000 | **423** |
|  |  |  | |  |  | |
| Suit-2.028 CTR |  | 5.17 ± 0.46 | NA |  | 3.86 ± 0.28 | NA |
| Suit-2.028 PR |  | 3096.5 ± 744 | **599** |  | 1.65 ± 0.35 | - |
| Suit-2.028 GR |  | 21 ± 5.2 | - |  | 711 ± 116 | **184** |

**Supplemental Table S2.** IC_50_ values of the established resistant cell lines and CTR and the respective Resistance factors.

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 4 — Additional file 4: Supplemental Table S3. List of upregulated RNAs and proteins shared between Patu-T PR and Suit-2.028 PR cells. Common hits in RNA-seq and proteomics data are indicated in bold.

| **Upregulated RNAs in two PR models** | | **Upregulated proteins in two PR models** |
| --- | --- | --- |
| HNRNPA1P9 | DMTF1 | **ABCB1** |
| **ABCB1** | ABCB4 | EEF1A2 |
| AC003991.3 | ADAM22 | FAM83H |
| CROT | MAPK15 | **SRI** |
| CTD-2369P2.8 | TP53TG1_2 | SRXN1 |
| STEAP4 | TP53TG1_1 | TBC1D13 |
| RP11-354M1.2 | FDPSP7 | TMEM120A |
| GRM3 | CTB-167B5.1 |  |
| HOXC13-AS | MDH2 |  |
| AC005522.7 | CACNA2D1 |  |
| AC005076.5 | SEMA3C |  |
| AC034228.4 | POR |  |
| DBF4 | TMEM243 |  |
| KIAA1324L | AC005559.3 |  |
| **SRI** | HLA-DQB1-AS1 |  |
| RP11-66B24.9 | RP11-701H16.4 |  |
| RP11-709A23.2 | AP001610.5 |  |

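Supplemental Table S3 names the RNAs and proteins that the study found upregulated in PR cells of both lines, and most of its RNAs with a known position come from the part of chromosome 7 that holds ABCB1. The neighbours of ABCB1 rose with it, among them DMTF1, a transcription factor gene, DBF4, whose product activates a kinase of DNA replication, and ADAM22, which encodes a membrane protein without protease activity. All 34 RNAs were upregulated at the study's cutoffs in both lines, which is not independent evidence, since the study chose them on these samples. At an adjusted p under 0.05, 24 were higher in Patu-T PR cells and 23 in Suit-2.028 PR cells, 19 of them in both. Adjusted over the list alone, 34 passed in each line, which was fixed in advance, since each had an unadjusted p under 0.05. Of the 20 with a position on the GRCh38 annotation, 17 lay on chromosome 7. DMTF1 rose from 46.4 to 701 CPM in Patu-T PR cells (log2FC 3.91, standard error 0.17, adjusted p = 2.9e-19) and from 103 to 2000 CPM in Suit-2.028 PR cells (4.28, standard error 0.19, adjusted p = 2.9e-17). DBF4, with 145 bp opposite exons of other genes, rose with a log2FC of 4.21 (adjusted p = 3.9e-20) and 3.53 (adjusted p = 3.3e-13), and ADAM22 with 3.52 (adjusted p = 5.4e-13) and 3.62 (adjusted p = 1.8e-13). HNRNPA1P9, a pseudogene of the RNA-binding protein gene HNRNPA1, was at least 50.7-fold higher in Patu-T (adjusted p = 6.3e-08) and at least 80.1-fold higher in Suit-2.028 (adjusted p = 7.6e-10). TMEM243, which encodes a membrane protein, rose with 2.24 (adjusted p = 2.1e-10) and 2.43 (adjusted p = 7.9e-10), with 178 bp opposite exons of DMTF1. CROT, which encodes a peroxisomal carnitine acyltransferase, was at least 22.2-fold higher in Patu-T (adjusted p = 2.4e-05), and in Suit-2.028 it had 15.3 times the CTR count, which did not pass (95% interval 3.87 to 132, adjusted p = 0.057). RUNDC3B, whose product carries a RUN domain, rose with 4.13 in Suit-2.028 (standard error 0.34, adjusted p = 7.9e-11). Its log2FC in Patu-T was 1.86 (standard error 0.41, adjusted p = 0.0021), which did not pass by DESeq2 (0.079) or without PR replicate 1 (0.053). SLC25A40, which encodes a mitochondrial carrier, had 105 times the CTR count in Suit-2.028 PR cells (95% interval 18.4 to 4180, adjusted p = 2.1e-06), and in Patu-T it did not pass (log2FC 1.89, adjusted p = 0.39). Of the genes drawn in Fig. 4A, 10 of 11 tested were higher in Patu-T PR cells and 10 of 12 in Suit-2.028 PR cells, and none was lower (10 and 12 when adjusted over the list alone). This list ranked above the other genes with an estimated correlation too (adjusted p = 0.00013 in Patu-T and 7.9e-05 in Suit-2.028). POR, which encodes the reductase that supplies cytochrome P450 with electrons, rose with a log2FC of 2.28 (adjusted p = 0.0011) and 2.61 (adjusted p = 5.0e-05), with 25 bp opposite TMEM120A. CACNA2D1, which encodes a subunit of calcium channels, passed in Patu-T (log2FC 2.72, adjusted p = 0.0027) and not in Suit-2.028 (2.49, adjusted p = 0.21), and SEMA3C, a semaphorin gene, passed in Suit-2.028 (4.37, adjusted p = 9.1e-15) and not in Patu-T (2.53, adjusted p = 0.17). Outside chromosome 7, HLA-DQB1-AS1, an antisense RNA of the HLA class II region on chromosome 6, rose with 2.06 (adjusted p = 0.0043) and 3.80 (adjusted p = 9.8e-08), with 241 bp opposite HLA-DQB1. Of the proteins in the table, the genes ABCB1, EEF1A2 and SRI were higher in Patu-T (of 5 tested) and ABCB1, SRI and TMEM120A in Suit-2.028 (of 4). EEF1A2, which encodes a translation elongation factor, had a log2FC of 3.39 (standard error 0.80, adjusted p = 0.004). The call of TMEM120A (log2FC 1.3, adjusted p = 0.019), a nuclear membrane protein gene, was lost without CTR replicate 1 (0.11), 2 (0.081) or 3 (0.078), without PR replicate 1 (0.066) or 2 (0.12), with library totals only (0.40), and without the libraries highest in mitochondrial ribosomal RNA (0.16).
With the genes of a mean of at least 1 CPM ordered along each chromosome, the running median of the log2FC over 11 genes stayed above 1 around ABCB1 in PR cells of both lines. In Patu-T PR cells the stretch held 39 genes from LAT2 at 74199652 to AKAP9 at 92110673, with a running median of 3.91 at ABCB1. Within it 23 genes were higher at an adjusted p under 0.05 and none was lower. In Suit-2.028 PR cells the stretch held 61 genes from CRCP at 66114604 to SRI at 88226993, with a running median of 4.28 at ABCB1, and 30 genes were higher and none lower. Both medians were the same with genes of 3 counts or fewer in a group set to their bound or measured ratio. The highest running median elsewhere in the genome was 1.26 in Patu-T, also at the bounds, and 1.99 in Suit-2.028, which became 0 at the bounds. Another stretch in Suit-2.028, from MMP7 to CASP4 on chromosome 11, reached 1.59, also at the bounds. Further stretches in Suit-2.028 lay on chromosome 15 between 51938025 and 74902219, with highest running medians of 1.03 to 1.45, also at the bounds. In Patu-T, a stretch from MCM8 to TMX4 on chromosome 20 reached 1.17, also at the bounds. In GR cells the running median at ABCB1 was -0.21 in Patu-T and 0.48 in Suit-2.028 (0.18 at the bounds).

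**Figure D2:**
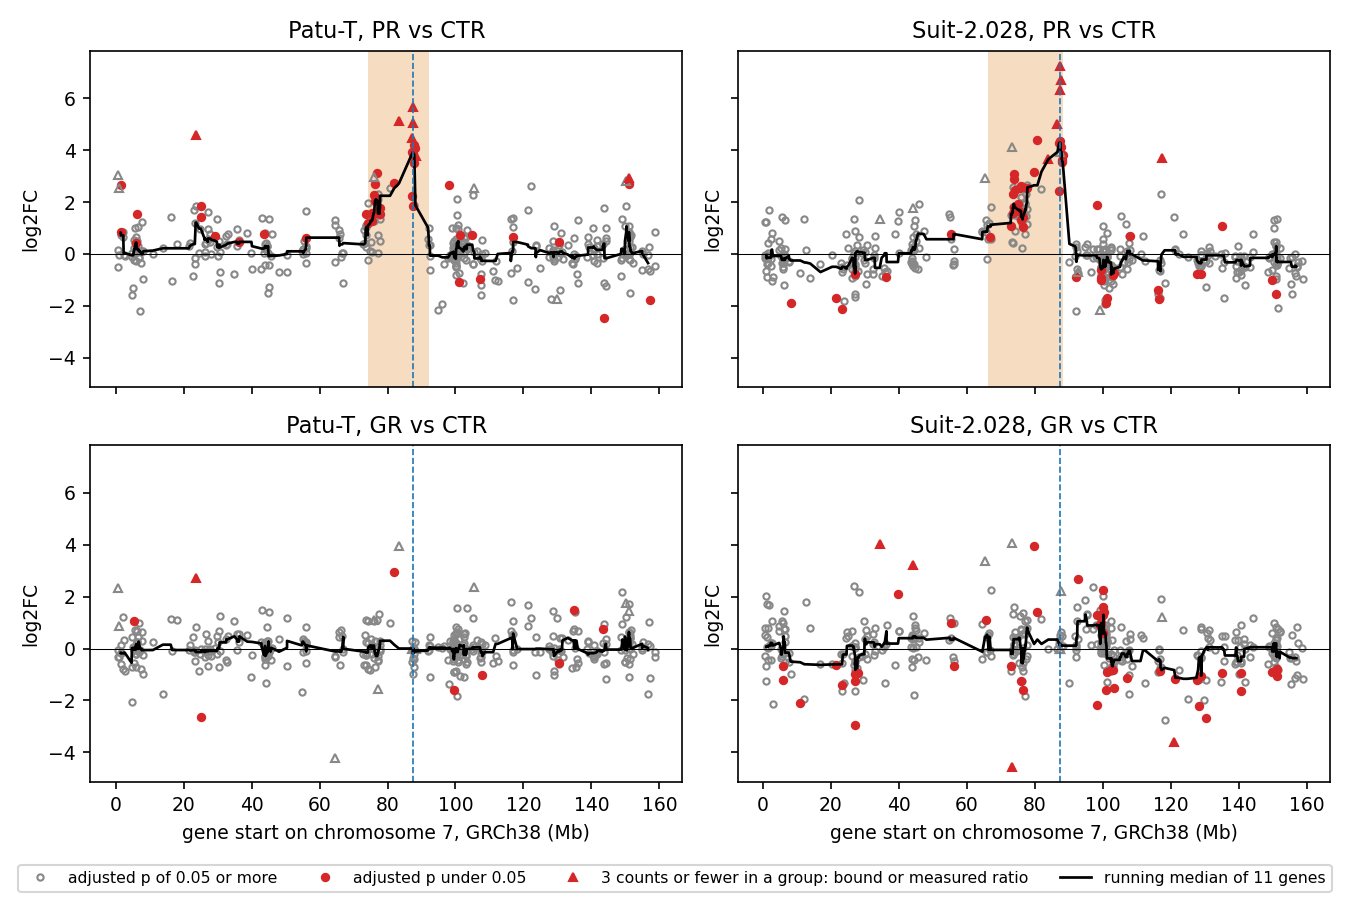
log2FC of genes along chromosome 7 (horizontal axis, position) in PR against CTR cells of Patu-T and Suit-2.028, with a line for the running median over 11 genes. Triangles mark genes with 3 counts or fewer in a group, drawn at their bound or measured ratio, and the line reaches 3.91 at ABCB1 in Patu-T and 4.28 in Suit-2.028.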

**Supplemental Table S3.** List of upregulated RNAs and proteins shared between Patu-T PR and Suit-2.028 PR cells. Common hits in RNA-seq and proteomics data are indicated in bold.

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental Table S4. Selected hits from KI-screen.

| Name | Pathway | Target | Literature connection ABCB1 |
| --- | --- | --- | --- |
| AZ 3146 | Cytoskeletal Signaling | Mps1 | no |
| Nazartinib (EGF816. NVS-816) | Angiogenesis | EGFR | no |
| Derazantinib (ARQ-087) | Protein Tyrosine Kinase | FGFR | no |
| Naquotinib (ASP8273) | Angiogenesis | EGFR | no |
| Apatinib | Protein Tyrosine Kinase | VEGFR.c-RET | Yes (Mi Y. 2010) |
| SGI-1776 free base | JAK/STAT | Pim | Yes (Mumenthaler S. 2010) |

**Supplemental Table S4.** Selected hits from KI-screen.

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Fig. S1. Correlation plots and Principal component analysis (PCA) of RNA-seq and proteomics data. A. Correlation plots show good correlation for biological replicates within the same cell line, and no or poor correlation among different cell lines. B. PCA analysis for RNA-seq and proteomics data. Plots show separation of CTR, GR, and PR samples in RNA-seq (top) and proteomics (bottom) data sets.

A**Patu-T RNA-seq**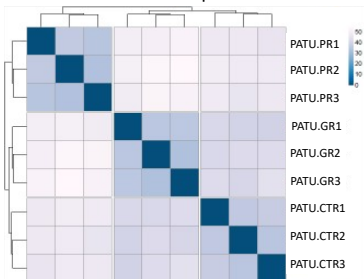**Suit-2.028 RNA-seq**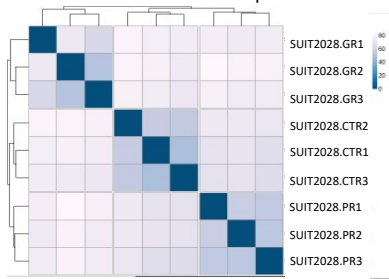**Patu-T Proteomics**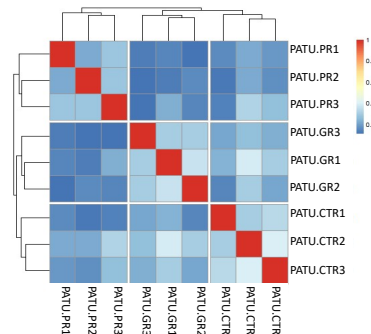**Suit-2.028 Proteomics**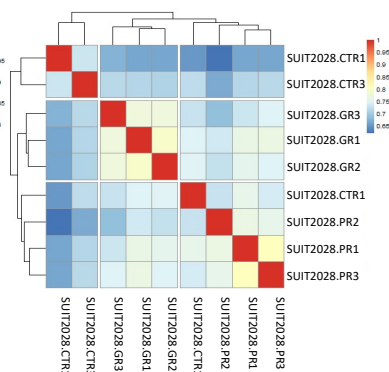**B****Patu-T RNA-seq**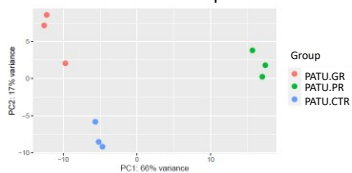**Suit-2.028 RNA-seq**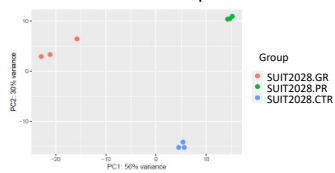**Patu-T Proteomics**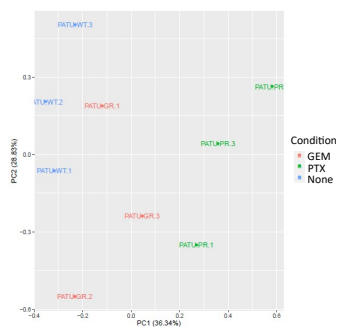**Suit-2.028 Proteomics**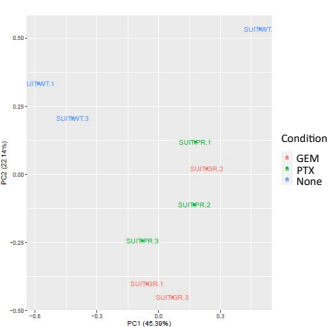**Fig. S1**

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary Fig. S2. Volcano plots of differentially expressed genes/proteins for PR vs CTR cells. Grey = not significant (NS); green = only log2FC > 2 or < -2; blue = only p-value < 0.05; red = p-value < 0.05 and log2FC > 2 or < -2. The latter criteria identified 15198 and 15621 differentially expressed RNAs and 5309 and 5231 differentially expressed proteins in Patu-T and Suit-2.028, respectively.

Patu-T PR vs CTR

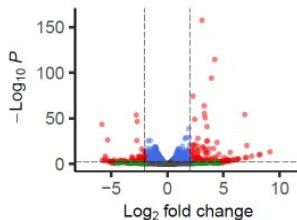

total = 15198 variables

Suit-2.028 PR vs CTR

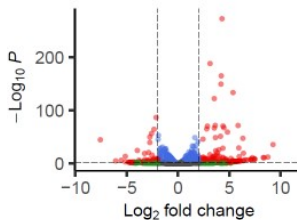

total = 15621 variables

● NS
● $\log_2$ FC
● p-value
● p-value and $\log_2$ FC

RNA-seq

Patu-T PR vs CTR

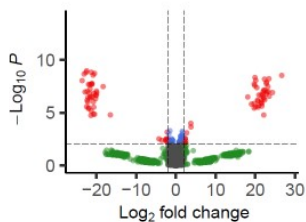

total = 5309 variables

Suit-2.028 PR vs CTR

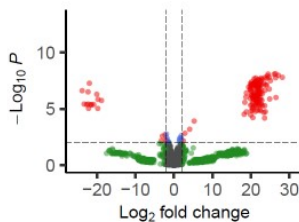

total = 5231 variables

● NS
● $\log_2$ FC
● p-value
● p-value and $\log_2$ FC

Proteomics

# Supplementary material for: ABCB1 overexpression through locus amplification represents an actionable target to combat paclitaxel resistance in pancreatic cancer cells
**Source:** J Exp Clin Cancer Res. 2024 Jan 2;43:4. doi: 10.1186/s13046-023-02879-8
**Supplement:** Supplementary file 11 — Additional file 11: Supplementary Fig. S6. Verapamil mono treatment does not affect PR cell proliferation and verapamil does not sensitize to gemcitabine. A. Representative growth curves of 3 PR cell lines (red) exposed to verapamil concentration ranges, relative to DMSO control. Mean and SD of triplicates is shown. The experiment was repeated 3 times. B. Representative growth curves showing effect of 5 µM or 10 µM Verapamil on sensitivity to increasing concentrations of gemcitabine for CTR (left) or GR (right) PDAC cells. Mean and SD of triplicates is shown. The experiment was repeated 2 times.

A**Patu-T PR**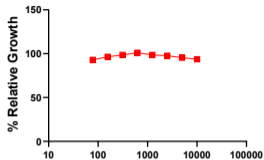

Verapamil [nM]

Suit-2.007 PR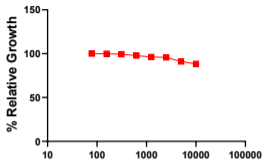

Verapamil [nM]

Suit-2.028 PR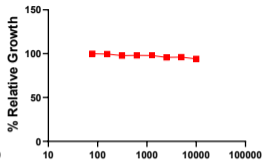

Verapamil [nM]

B**Patu-T CTR**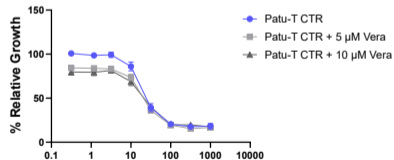

Gemcitabine [nM]

Patu-T GR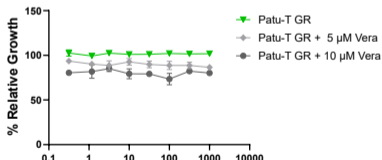

Gemcitabine [nM]

Fig. S6

How the deposited data were processed for this re-analysis (not part of the article)

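RNA-seq was available for 18 libraries, 3 replicates each of CTR, GR and PR cells of Patu-T and Suit-2.028. The authors depleted ribosomal RNA, made stranded libraries of total RNA, trimmed the reads with Trimmomatic, aligned them with STAR and counted them per gene with HTSeq. The deposited table held whole-number raw counts, which no step had normalized or filtered. The proteomics data of the study were not part of these files and were not analysed, so that values at sentences about both cover RNA only.

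Gene names were matched to the GENCODE annotation of GRCh38. Of the 58649 genes of the table, 33948 (57.9%, holding 60.6% of the counts) had a position, and the other genes entered every test but no analysis of position. The methods section names GRCh38 and the notes with the counts name another build. For each named gene, the length of its exons covered by exons of other genes on the opposite strand was taken from the same annotation.

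Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest, two-sided). Each line was fitted on its own with its 9 libraries in the groups CTR, GR and PR, which leaves 6 residual degrees of freedom, over genes with a total count above 10. PR was compared with CTR, GR with CTR, and PR with GR. Genes were counted at the study's cutoffs (log2FC above 2 or below -2, unadjusted p under 0.05) and at a Benjamini-Hochberg adjusted p under 0.05 with no fold cutoff, which was also the call for single genes. A fit of all 18 libraries with an interaction term tested whether the PR or the GR effect differed between the lines. CPM used TMM-adjusted library sizes. In a group with no count of a gene, a floor of 3 counts over the group gave the bound of the fold, and no fold was computed where both groups were at or under it.

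The 29 gene lists were written before the data were examined, as were the comparisons, the tests of genes and lists and the rule for named genes. The tests on strands, on the causes of stretches of chromosomes and on other splits of the libraries (apart from that of the genes shared by both lines) were chosen later. The rule took every gene that the paper names for RNA-seq, in Fig. 4A or in Supplemental Table S3. For PR against CTR it took the 12 genes with the largest rise and the 8 with the largest fall in each line. For GR against CTR it took 6 each way, all with an adjusted p under 0.05, a mean of at least 1 CPM and every library of one group above every library of the other. It added up to 4 members of each list past that p and up to 2 others with the highest CPM, and the 6 genes outside chromosome 7 with the largest rise in PR cells of both lines. Values in the paper's tables had been seen when the rule was written. Names of clones counted only where the paper gives them. The genes described are a part of those the rule gives, and genes outside it are named as chosen after their values were seen.

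Lists were ranked against other genes with camera of limma 3.58.1 (preset correlation 0.01, and with an estimated correlation) and tested on their own with fry. For the separation of groups, the ratio of the mean distance between groups to that within groups was tested by an exact permutation test over 280 groupings. For position, genes with a mean of at least 1 CPM were ordered along each chromosome, a running median of the log2FC over 11 genes was taken, and 1000 random orders of the genes gave its level without order.

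Per library, 16625 to 20303 genes had a count. Replicates of one group differed from each other more than counting error gives, with a chi-square per degree of freedom of 3.75 to 13.2, except Suit-2.028 GR replicate 1 against replicates 2 (46.5) and 3 (30.6). The test was checked on simulated data with 200 changed genes, 50 at each of 4 fold changes, drawn on the fitted spread. The changed genes were taken only from those with higher counts, so genes with few counts were not covered. It recovered 98% of 8-fold changes in Patu-T and 96% in Suit-2.028, and 100% of 16-fold changes in both, with 5 false calls among 188 in Patu-T (2.66%) and 12 among 173 in Suit-2.028 (6.94%).

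The alternatives were DESeq2 1.42.0, RLE size factors, library totals only, filterByExpr, no filter, a fit of only the 2 groups compared, a fit of all 18 libraries, replicate number as a block, each library left out in turn, an adjusted p with the fold cutoff, and glmTreat against a log2FC of 1. For position they were a window of 5 genes, a mean of at least 0.1 CPM and a threshold of 0.5. After seeing the data, 4 were added: leaving out the mitochondrial ribosomal RNAs, DESeq2 on the 2 groups compared with a total count of at least 10, leaving out Suit-2.028 CTR replicate 2 and PR replicate 1, and the position settings for a stretch on chromosome 11. No library was left out of the values reported at the claims.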

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

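The tests on other splits of the libraries (apart from that of the genes shared by both lines), on strands and on stretches of chromosomes were chosen after the result was seen.

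The difference between PR and CTR cells was not the same in Patu-T and Suit-2.028. By the interaction term, the PR effect was above that of Patu-T in Suit-2.028 for 276 genes and below it for 381, at an adjusted p under 0.05 (79 and 88 with library totals only, 189 and 264 without the libraries highest in mitochondrial ribosomal RNA). No other of 45 splits of the libraries gave as many as these 657 genes, the highest other count being 173. This argues against groups that do not differ at all (1 of 45 splits). Some of the splits, the one with 173 among them, kept the real groups of a single line, and the others mixed PR and CTR libraries in both lines. None holds the real PR effect of both lines, so they do not test an equal effect in both, for which only the p-values of the interaction speak. The effect in Suit-2.028 was below that in Patu-T for PRR29 (3.5e-14), STK31 (2.7e-07), IGFBP4 (0.0041), the antisense RNA IGFBP7-AS1 (2.2e-09), KRT8 (0.0064), the MHC class I gene HLA-F (0.0088) and the transcription factor gene RUNX1 (0.045). It was also below for ITGB2 (0.0026) and CATSPER1 (1.2e-12). It was above that in Patu-T for MOK (5.1e-15), LZIC, which encodes a leucine zipper protein (0.046), VIM (0.023), RUNDC3B (0.0064) and HDDC2 (7.7e-06). The same held for the flippase gene ATP8A1 (0.029) and AKR1C2 (0.0022). BEND4 (0.02), the semaphorin gene SEMA3A (0.045) and C21orf67 (0.013) had too few counts to be tested in Patu-T, so these values are not read as a difference in the effect. Each value in parentheses is the adjusted p of the interaction. The lines also differ in phenotype and culture medium (DMEM for Patu-T, RPMI for Suit-2.028), which cannot be separated here, and no reason for the differences was tested. The paper describes a single PR model of each line, so changes particular to those cells cannot be told from a response of the line.

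GR cells, whose RNA-seq the paper shows only as correlation and PCA plots (Fig. S1), differed from CTR cells too. In Patu-T GR cells 264 genes were higher and 303 lower at an adjusted p under 0.05, and in Suit-2.028 GR cells 727 were higher and 828 lower (751 and 53 with library totals only). The 171 and 175 higher genes without Patu-T GR replicate 1 or 2, and 194 lower genes without GR replicate 2, mark the libraries that moved the Patu-T counts by more than 1.5 times. In Suit-2.028 the higher count was 394, 442 and 426 without CTR replicates 1 to 3, 1138 without GR replicate 1 and 474 without GR replicate 3. The lower count was 411, 445 and 515 without CTR replicates 1 to 3 and 477 without GR replicate 3. The lines differed in the GR effect for ATP8A1 (adjusted p of the interaction 0.018), RRM1 (6.4e-06), RRM1-AS1 (3.7e-16), NUP98 (0.00035), PGAP2 (1.5e-06) and the pseudogene CEP164P1 (5.5e-24). The same test passed for STK31 (0.00043), PRR29 (6.7e-07) and the proteoglycan gene GPC1 (0.03). The olfactory receptor gene OR51M1 (0.013) had too few counts to be tested in Patu-T, so its value is not read as a difference.

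The counts of genes were also set against other splits of the same libraries. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05 (1 of 10 in each case, the real one). The real counts at an adjusted p under 0.05 were 1189 in Patu-T PR, 567 in Patu-T GR, 717 in Suit-2.028 PR and 1555 in Suit-2.028 GR cells, and the highest other counts were 0, 3, 0 and 0. At the study's cutoffs the real counts were 727, 520, 846 and 1135 in the same order, and other splits reached 330, 322, 369 and 489. For the 40 genes upregulated in both lines, the highest of the other splits drawn gave 9 (1 of 100 splits, drawn with a fixed seed after all had been computed). The split with 9 kept the real groups of both lines with the direction turned in 1 of them, and the rest gave at most 8. The rest mix PR and CTR libraries in at least 1 line, which also shortens its list. They argue only against groups that do not differ at all, and do not test lists that are independent between the lines.

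Genes of abundant proteins had few counts: the ferritin gene FTH1 had a median of 3.22 CPM against 9385 for BEST1 on the opposite strand, VIM had 13.9 against 3711 for VIM-AS1, and KRT18 had 83.5 against 5697 for KRT8. Low depth is argued against, since the genes opposite the abundant genes (at least 500 bp shared) had a median 267.92 times their count in the same libraries. Transcription of the other strand in the cells is argued against as well, because it would leave the abundant genes their own high counts, and the highest median among them was 83.52 CPM. The pattern is consistent with reads counted on the strand opposite to transcription: of 514 pairs of a coding gene and a lncRNA gene on opposite strands, the lncRNA was higher in 70.0% (Wilson 95% interval 65.9% to 73.8%). ABCB1 has no exon opposite, and coding genes of that kind had a median of 0 CPM (3.44% at or above 10 CPM, against 5.57 CPM and 42.2% with at least 500 bp opposite), so that its count may be lowered as well, which was not tested on ABCB1 itself.

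The genes around ABCB1 were higher in PR cells over 17.9 Mb in Patu-T and 22.1 Mb in Suit-2.028, and over 18.6 and 43.2 Mb with a threshold of 0.5 in place of 1 for the running median. The stretch shrank to 13.4 Mb in Patu-T with replicate number as a block or without CTR replicate 2. In Suit-2.028 it shrank to 15.3 Mb without PR replicate 2. A chance order of genes is argued against, since 0 of 1000 random orders gave a running median as high in either line (highest 1.71 and 1.92). For reads shared with genes on the other strand, the genes of the stretch with no exon opposite were taken. Their median log2FC was 1.862 in Patu-T (21 genes, 17 above 1, exact 95% interval of the median 1.34 to 3.52) and 1.998 in Suit-2.028 (36 genes, 31 above 1, 1.52 to 2.58). The exact interval was chosen after a lower bound from a normal error had been seen (0.48 in Patu-T and 1.201 in Suit-2.028). The rise was thus not limited to genes with exons opposite. Because the stretch was defined by a running median of the same log2FC above 1, a high median of its members was largely set in advance. No conclusion on shared reads is drawn from it. Selection on paclitaxel with a gain of the region, which the paper reports from DNA of Patu-T, stays open as a hypothesis in these data, since no DNA was among the files and RNA does not tell a gain from higher transcription. GR cells of both lines had no such stretch.

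Suit-2.028 GR cells had a stretch of higher genes on chromosome 11, with a highest running median of 9.90 (7.34 at the bounds), and one on chromosome 14, with 5.38 (4.36 at the bounds). The first held 20 genes from 3029009 to 6129556, 17 of them higher and 1 lower, among them RRM1, which encodes the large subunit of ribonucleotide reductase, a target of gemcitabine (log2FC 3.77, standard error 0.42, adjusted p = 9.0e-08, 63 bp opposite RRM1-AS1, and 0.18 in Patu-T GR cells, adjusted p = 0.90). A chance order is argued against (0 of 1000 random orders as high, highest 2.18), as is GR replicate 1 alone (10.27 without it, 7.71 at the bounds). The 11 other genes of the stretch had a median of 3.77 (10 above 1), so the rise was not limited to receptor genes. As the stretch was chosen on the same values, this is no test of reads shared within the olfactory receptor family. For the 15 receptor genes between its ends such reads cannot be told apart from a real rise, since 19 receptor genes outside the stretch had a median of 0.61 with an interquartile range of -0.13 to 1.24. A gain of RRM1 with its neighbours under gemcitabine may be behind the stretch, a hypothesis that the DNA copy number of these genes in GR cells would decide.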

How the results depend on the processing

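Of these alternatives, DESeq2 on 2 groups with a total count of at least 10, the leaving out of mitochondrial ribosomal RNAs and of Suit-2.028 CTR replicate 2 with PR replicate 1, and all settings of the chromosome 11 stretch were chosen after the data were seen. No call of a named gene was reversed under any of them. Which direction held more genes at the adjusted p did turn. In Suit-2.028 GR cells, 727 higher and 828 lower became 771 and 747 with RLE, 751 and 53 with library totals only, 739 and 716 with filterByExpr, 851 and 767 with no filter, 587 and 520 with only the 2 groups, 696 and 674 without PR replicate 1, 762 and 736 without mitochondrial ribosomal RNAs, and 371 and 344 without the libraries highest in them. In Suit-2.028 PR cells, 416 and 301 became 825 and 833 with only the 2 groups and 420 and 490 with all 18 libraries. In Patu-T PR cells, 525 and 664 became 588 and 580 with library totals only.

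Higher ABCB1 and SRI in PR cells passed the adjusted p of 0.05 in both lines under every alternative. With 1 library left out, the log2FC of SRI against CTR cells was 3.63 to 4.57 in Patu-T PR and 3.44 to 4.03 in Suit-2.028 PR cells, -0.18 to 0.75 in Patu-T GR and -0.19 to 0.48 in Suit-2.028 GR cells. Against GR cells it was 3.52 to 4.19 and 3.33 to 3.99. The fitted log2FC of ABCB1, which depends on the prior count, was 8.13 to 8.20 in Patu-T against either group, and 6.28 to 8.78 against CTR and 5.84 to 8.73 against GR cells in Suit-2.028. The ABC transporter genes upregulated in both lines stayed at 2 (2 to 2). The stretch around ABCB1 held 36 to 39 genes in Patu-T and 56 to 66 in Suit-2.028, and that on chromosome 11 held 19 to 21. With a threshold of 0.5 the former held 47 and 83, with 0.1 CPM 42 and 81, and with a window of 5 genes 34 and 58. The ratio of distances was 1.53 to 1.72 in Patu-T and 2.17 to 2.41 in Suit-2.028, but 1.197 and 1.298 over all genes with at least 1 CPM and 1.35 and 1.82 with a prior count of 0.5.

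Of 125 pairs of another gene and a comparison, 110 passed, 89 of them under every alternative with all replicates and 86 under every alternative. With all replicates, 1112 of 1158 values were on the same side of the threshold, 37 no longer passed and 9 passed only then. With 1 library left out it was 1040 of 1124, 78 and 6. The calls lost without some library were those of RUNDC3B, GRM3, GP6, RUNX1, SPINK5, FN1 and GCLM in Patu-T PR and of PRR29 and GPC1 in Patu-T GR cells. In Suit-2.028 they were those of TMEM120A, TAP1, ABCA6, HK2, IRF9, GP6, MAPK15, B2M and AKR1C1 in PR and of TK2 in GR cells (adjusted p without the library 0.051 to 0.25).

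The counts at the study's cutoffs fell under stricter settings: filterByExpr and glmTreat each test fewer genes or a larger effect, and an adjusted p asks for more evidence. In the order filterByExpr, adjusted p with the fold cutoff and glmTreat, Patu-T PR cells had 115, 144 and 81 higher and 77, 80 and 43 lower genes, and Patu-T GR cells 57, 59 and 22 higher and 33, 30 and 5 lower. Suit-2.028 PR cells had 190, 183 and 104 higher and 60, 49 and 31 lower, and Suit-2.028 GR cells 285, 354 and 159 higher and 59, 89 and 63 lower. Both lines shared 16, 19 and 14 higher and 2, 4 and 1 lower genes, and 16, 19 and 13 of the 34 RNAs of Supplemental Table S3. DESeq2 on 2 groups gave 180 lower genes in Patu-T PR, 189 higher and 124 lower in Patu-T GR and 130 lower in Suit-2.028 PR cells. For these and the changes that follow, the cause was not tested.

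Library totals only gave 1737 higher and 110 lower genes in Suit-2.028 GR cells at the study's cutoffs. They gave 142 higher and 41 lower in Suit-2.028 PR cells at the adjusted p, and 167 genes by the interaction. That scaling moved the median log2FC of all genes by 0.50 in Suit-2.028 GR cells, so that 93.4% of calls were higher there against 46.8% with TMM. A fit of only the 2 groups gave 134 lower genes in Patu-T GR cells at the study's cutoffs. All 18 libraries in one fit gave 340 lower genes in Patu-T GR cells at the study's cutoffs, and 161 higher and 181 lower at the adjusted p. Without the libraries highest in mitochondrial ribosomal RNA, the adjusted p gave 162 and 60 in Suit-2.028 PR cells.

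The lists that passed by camera were 3 in each PR comparison and 0 in each GR comparison with an estimated correlation, 11 by fry in Suit-2.028 PR cells, and 0 in Patu-T GR cells with replicate number as a block. After group means were removed, those of the same number had a median correlation of 0.077 in Patu-T (-0.071 to 0.138) and 0.056 in Suit-2.028 (0.013 to 0.076), against -0.0455 and -0.0295 for different numbers. This is a hint from the data, not the design: not every pair was above 0.1, and not every library correlated best with its own number. With the block, each count at the adjusted p rose and each at the study's cutoffs fell in these comparisons, by less than 1.5 times.

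With 1 library left out, the genes higher and lower at the study's cutoffs were 360 to 501 and 251 to 347 in Patu-T PR, 247 to 371 and 179 to 243 in Patu-T GR, 522 to 653 and 184 to 254 in Suit-2.028 PR, and 746 to 981 and 184 to 335 in Suit-2.028 GR cells (335 without GR replicate 1). Both lines shared 35 to 49 higher and 4 to 9 lower genes (4 without Suit-2.028 PR replicate 2) and 29 to 34 of the listed RNAs, and the interaction gave 495 to 576. At the adjusted p, Patu-T PR cells had 388 to 528 higher and 504 to 640 lower genes, against 525 and 664, and Patu-T GR cells 171 to 297 (171 without GR replicate 1, 175 without GR replicate 2) and 194 to 322 (194 without GR replicate 2). Suit-2.028 PR cells, with 416 and 301 from all libraries, had 221 to 778 higher and 119 to 679 lower. The pairs higher and lower were 228 and 151, 248 and 149, and 221 and 138 without CTR replicates 1 to 3, 255 and 169, 261 and 119, and 260 and 164 without PR replicates 1 to 3, and 778 and 679 without GR replicate 1, with 513 lower without GR replicate 2. Suit-2.028 GR cells had 394 to 1138 higher and 411 to 1161 lower: 394 and 411, 442 and 445, and 426 and 515 without CTR replicates 1 to 3, 474 and 477 without GR replicate 3, and 1138 higher without GR replicate 1.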

Differences from the paper's values

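The legend of Fig. S2 calls 15198 RNAs in Patu-T and 15621 in Suit-2.028 differentially expressed in PR cells, and these are the paper's numbers. The panels of that figure print the same numbers as totals of variables. At the paper's stated cutoffs, 727 genes were up- or downregulated in Patu-T PR cells and 846 in Suit-2.028 PR cells. None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers, with 124 to 1047 genes in Patu-T and 135 to 1018 in Suit-2.028. DESeq2 on the 2 groups compared tested 15198 genes in Patu-T and 15621 in Suit-2.028 that had a total count of at least 10, a setting chosen after seeing the values. Under it, with an unadjusted p, 318 and 437 genes were upregulated, 284 and 403 of them in a single line and 34 in both, 721 in all, and it dropped none of the 34 RNAs of Supplemental Table S3. The numbers in the legend are thus those of genes tested, and their distance from 727 and 846 is not a difference in calls.

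The counts of upregulated genes that the paper's text states are 284 in Patu-T alone, 403 in Suit-2.028 alone and 34 in both, and the values here, 399, 591 and 40, lie within 1.5 times of them. The paper's sum of 720 is 1 below the sum of its parts, 721.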

Other observations

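Of the tests in this part, those of RRM1-AS1, STIM1, NUP98, RHOG, PGAP2 and TRIM21 were on genes chosen after their values were seen.

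In Patu-T GR cells, ATP10B, which encodes a lipid flippase, was at least 15.5-fold above CTR cells (adjusted p = 0.00082), and TNC, which encodes the matrix protein tenascin C, had 103 times the CTR count (95% interval 18.1 to 4096, adjusted p = 4.8e-06; 129 bp opposite). STK31 was at least 6.67-fold higher (adjusted p = 0.0039), and MAGEB17, a gene of the MAGE family, fell by 3.90 on the log2 scale (standard error 0.43, adjusted p = 8.4e-08; 539 bp opposite). In Suit-2.028 GR cells, ATP8A1 had 466, 74.2 and 72.7 CPM in replicates 1 to 3 and no count in any CTR library. The aldo-keto reductase gene AKR1C1 rose with a log2FC of 3.77 (standard error 0.61, adjusted p = 6.0e-05), and BCAT1, which encodes an enzyme of branched-chain amino acids, had 0.016 times the CTR count (95% interval 0.000397 to 0.0936; 291 bp opposite).

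On chromosome 11 of Suit-2.028 GR cells, the genes next to RRM1 rose as well, and RRM1-AS1, which lies within RRM1 on the opposite strand and whose reads were not separated from those of RRM1, had a log2FC of 3.33. The log2FC was 3.26 for STIM1, a calcium sensor gene, and 4.95 for NUP98, a nuclear pore gene. It was 4.75 for RHOG, a small GTPase gene, 4.01 for PGAP2, whose product matures GPI anchors, and 6.24 for TRIM21, a ubiquitin ligase gene, and the adjusted p of these genes was 5.0e-13 (RRM1-AS1) to 0.00011 (STIM1). The olfactory receptor genes OR51Q1, OR51I2, OR51M1 and OR51J1 were at least 345-fold, 285-fold, 265-fold and 162-fold higher. The running median at RRM1-AS1 was 6.24 in Suit-2.028 GR cells (4.75 at the bounds), 0.26 in Patu-T GR, 0.02 in Suit-2.028 PR and -0.19 in Patu-T PR cells. The stretch on chromosome 14 ran from WARS at 100333790 to WDR20 at 102224847 and held 13 genes, of which 9 were higher.

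Of the gene lists in PR cells, histones ranked lower in Suit-2.028 (HIST1H1C, HIST1H1E and HIST1H1B of 11 lower, 6 when adjusted over the list alone; adjusted p = 2.9e-05, and 0.14 with an estimated correlation), as did glycolysis (0.013 and 0.14). The call of HIST1H1C was lost with library totals only (0.45) and without the libraries highest in mitochondrial ribosomal RNA (0.090). HK2, which encodes hexokinase 2, was the only lower gene of the 20 glycolytic genes (adjusted p = 0.014), a call lost without CTR replicates 1 (0.069), 2 (0.052) or 3 (0.057) or PR replicate 2 (0.12), with library totals only (0.59), and without the libraries highest in mitochondrial ribosomal RNA (0.18). In Patu-T PR cells the mesenchymal list did not pass (adjusted p = 0.40; median log2FC 0.21, mean -0.03). Its member FN1, which encodes fibronectin, was lower (adjusted p = 0.035), a call lost without CTR replicate 1 (0.17) or 2 (0.088), GR replicate 1 (0.052), or PR replicate 2 (0.16) or 3 (0.23), with library totals only (0.050), with only the 2 groups compared (0.076) and with all 18 libraries in one fit (0.17). For the RNAs of Supplemental Table S3, camera gave an adjusted p of 0.0038 in GR cells of Patu-T (4 of 34 higher; 0.12 with an estimated correlation) and 0.021 in those of Suit-2.028 (5 of 34; 0.67). As these RNAs were chosen for being higher in PR cells than in the same CTR libraries, the test leans to higher ranks, and no conclusion is drawn from it. Mitochondrial mRNAs (4 of 13 higher; 0.0021 and 0.72) ranked higher and histones (5 of 11 lower; 0.0064 and 0.67) lower in Suit-2.028 GR cells.

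The other lists did not pass by camera in any line: gemcitabine metabolism, tubulins, drug metabolism, apoptosis, p53 targets, DNA replication, mitosis, unfolded protein response, cholesterol synthesis, MHC class I and class II, PDAC subtypes, abundant non-coding RNAs and endothelial, leukocyte and acinar markers. Their adjusted p was 0.40 to 0.99 in Patu-T PR, 0.20 to 0.76 in Suit-2.028 PR, 0.24 to 0.91 in Patu-T GR and 0.11 to 0.999 in Suit-2.028 GR cells, the ABC transporter list and lists that passed in another comparison included. Fibroblast markers had 0 genes tested in either line, and 2 leukocyte markers and 1 acinar marker were tested in Patu-T, too few for camera.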
